# Optimizing the Infusion Route of Human Bone Marrow Mesenchymal Stromal Cells to Mitigate Liver Ischemia–Reperfusion Injury in a Porcine Model

**DOI:** 10.3390/cells14191496

**Published:** 2025-09-24

**Authors:** Stefan H. Luijmes, Job P. van Kooten, Henk P. Roest, Jubi de Haan, Michail Doukas, Cornelia J. Verhoeven, Kairong Wang, Jorke Willemse, Luc J. W. van der Laan, Monique M. A. Verstegen, Jeroen de Jonge

**Keywords:** ischemia–reperfusion injury, mesenchymal stromal cells, regenerative medicine

## Abstract

Mesenchymal stromal cells (MSC) have been shown to mitigate IRI through their anti-inflammatory and immune-modulating capacities. This study aims to demonstrate the feasibility, safety, and effectiveness of hepatic administration of bone marrow-derived (BM)-MSCs in a large pig model relevant to human anatomy. After complete vascular exclusion for 45 min, 3 × 10^6^ human BM-MSCs/kg body weight were infused via the portal vein or hepatic artery. BM-MSC infusion did not cause obstruction of hepatic or pulmonary blood flow within 6 h after infusion. Cells were effectively retained in the liver, being undetectable in peripheral blood, lung, and spleen samples. Human B2M expression, as a marker for BM-MSC presence, was significantly higher for the left liver lobe in arterial infusion compared to portal infusion. In liver samples with high BM-MSC levels, we identified the prevention of up- or downregulation of some genes related to inflammation and energy metabolism that was present in non-treated control samples, indicating biological effects within 6 h of infusion. We conclude that hepatic BM-MSC infusion is feasible and safe, with the hepatic artery serving as the optimal administration route for homogenous distribution. These findings pave the way for clinical studies on MSC infusion in IRI, either in situ in liver conditions or ex situ during machine perfusion.

## 1. Introduction

Ischemia–reperfusion injury (IRI) is defined as the exacerbation of cellular injury and death following restoration of blood supply to ischemic tissues [1]. IRI is a common cause of post-surgical liver injury, including resection and transplantation. During (warm) ischemia, the disruption in blood flow leads to the depletion of adenosine triphosphate, mitochondrial dysfunction, and the switch from aerobic to anaerobic metabolism [2]. Subsequent reperfusion exacerbates tissue damage via the formation of reactive oxygen species and the production of pro-inflammatory cytokines, such as interleukin-1 and tumor necrosis factor-alpha [3,4]. This elicits a sterile inflammation response through the activation of both innate and adaptive immune systems, which consequently leads to cellular dysfunction [4,5]. Current treatment for IRI relies on supportive measures, but cell-based therapies may offer an alternative to attenuate the severity of IRI and accelerate liver regeneration.

Mesenchymal stromal cells (MSCs) are multipotent cells that have the potential to repair injured tissue by interacting with immune cells through direct cell-to-cell interaction or the secretion of paracrine factors, leading to immunomodulation [6,7]. The use of a directly available allogeneic, “off the shelf” MSC product in patients presenting with IRI seems to be a promising strategy to improve surgical and transplant outcomes following reperfusion.

Injecting MSCs for therapeutic applications requires efficient migration and homing to the target site. Previous studies have shown that systemically administrated MSCs accumulate in the lungs and have a short survival time [8,9,10]. Despite the chemoattractant capabilities of MSCs to migrate to injured tissue sites [11,12], there is no evidence that systemically infused MSCs will effectively migrate to the liver [13,14,15]. By direct infusion of MSCs in the liver, a higher local dose can be delivered, potentially enhancing the therapeutic effect due to the avoidance of rapid clearance in the systemic circulation. In cases of open liver surgery (i.e., transplantation or extended resection), direct administration of MSCs in the hepatic circulation is feasible. In other circumstances, infusion via the portal vein or hepatic artery cannulation is possible through interventional radiology techniques.

Although several studies on the application of MSCs in IRI have been conducted in mouse and rodent models [16,17,18,19], the potential of MSCs in the treatment of IRI in large animals has not yet been assessed. Additionally, the optimal route of direct intrahepatic administration and the safety of delivering large numbers of MSCs directly into the different vascular beds of the liver have not yet been studied. We therefore performed a study in pigs using an ischemia–reperfusion injury model to induce hepatic damage, after which human bone marrow-derived MSCs (BM-MSC) were infused either in the portal vein or hepatic artery. The primary outcome measure was safety, defined as the preservation of hepatic vascular flow, absent detection of BM-MSCs in hepatic venous drainage, and the absence of pulmonary hypertension. Secondary outcomes were defined as the distribution of BM-MSCs across the liver and proof of biological effects on the liver tissue.

## 2. Materials and Methods

### 2.1. Ethics and Animals

Purpose-bred, female Yorkshire pigs (n = 16) were kept at the animal facility of the Erasmus University Medical Centre (Rotterdam, The Netherlands) one week prior to the experiment. During this period, animals had free access to food and water till twelve hours before the experiment, when food was replaced with glucose-enriched water. All animal experiments were performed with permission from the animal ethics commission (DEC) of the Erasmus University Medical Centre (DEC protocol number: 105-14-05).

### 2.2. In Vitro Expansion and Characterization of BM-MSC

Cryopreserved human BM-MSCs (Fr90 BM-MSC M0121 and BM13; Neostem, New York, NY, USA) [20] were thawed by stepwise dilution and expanded (maximum of 6 passages) in culture medium consisting of alpha-minimum essential medium (MEM)/GLUTAMAX (Gibco, Paisley, UK), 2% fetal bovine serum (Sigma-Aldrich, St. Louis, MO, USA), 1% antibiotic–antimycotic (Gibco) supplemented with 20 ng/mL of recombinant human epidermal growth factor (eBioscience, San Diego, CA, USA), and 10 ng/mL of recombinant human fibroblast growth factor 2 (eBioscience) at 37 °C with 5% CO_2_. BM-MSCs were harvested on the day of the experiment and were consequently characterized by flow cytometry. Staining for surface markers of BM-MSCs was performed with allophycocyanin (APC), labeled anti-human CD90, R-phycoerythrin (PE)-conjugated anti-human CD105, and fluorescein isothiocyanate (FITC)-conjugated human CD73 (Becton Dickinson, San Jose, CA, USA). Samples were analyzed on a FACS Canto II flow cytometer (BD Biosciences, Vianen, The Netherlands) using FlowJo software (version 10.6.1, Treestar, Ashland, OR, USA).

### 2.3. Experimental Procedure

Animals were sedated using 30 mg/kg ketamine (Alfasan, Woerden, The Netherlands) and 1 mg/kg Midazolam (Actavis, Hafnarfjordur, Iceland) intramuscularly, after which they were transported to the animal operating theatre where they were further anesthetized using Midazolam (1.5 mg/kg/h), ketamine (5 mg/kg/h), and Sufentanil (Sufentaforte, Janssen-Cilag, Tilburg; 4 mcg/kg/h). After induction of anesthesia, tracheotomy was performed for intubation and mechanical ventilation, after which a central venous line, central arterial line, and pulmonary arterial Swann–Ganz catheter (Edwards Life Sciences LLC, Irvine, CA, USA) were inserted. Pigs underwent laparotomy via midline incision, after which the hepatoduodenal ligament was identified and dissected to expose the proper hepatic artery and portal vein. Flow probes (PS series T206 flow meter, Transonic, Elsloo, The Netherlands) were placed around the proper hepatic artery and portal vein, continuously measuring hepatic blood flow. In parallel, BM-MSCs were harvested and characterized, after which they were put in 5 mL of phosphate-buffered saline (Lonza, Basel, Switzerland) before infusion. Details about the expansion and characterization of BM-MSCs are listed in the supplementary data. The liver was totally excluded of blood flow for forty-five minutes by placing vascular-type clamps on the proper hepatic artery, portal vein, and hepatic veins (Figure 1). After forty-five minutes, blood flow was restored by removing the clamps. Fifteen minutes after reperfusion, 3 × 10^6^ BM-MSCs/kg bodyweight were infused directly in the hepatic artery through catheterization of the gastroduodenal artery or directly injected through a needle in the portal vein. The number of infused MSCs per kg bodyweight was based on previous pig studies in the field of acute liver failure [21,22]. Hemodynamics and hepatic blood flow were continuously monitored and recorded during the entire experiment (SC 9000XL, Siemens Medical Systems Inc., Danvers, MA, USA). After six hours of reperfusion, pigs were euthanized by infusing 10 mL of 100 mg/mL potassium chloride (B Braun, Melsungen, Germany) into the central venous line.

### 2.4. Tissue and Blood Sampling

Biopsies of the right and left liver lobe (peripheral and central), right and left lung (upper and lower zone), and spleen were collected prior to vascular exclusion and 6 h after reperfusion. Lung, liver, and spleen biopsies were either fixed in 4% formalin or stored in RNA-later (Qiagen, Venlo, The Netherlands) for histological and transcriptomic analysis, respectively. Arterial blood samples were acquired prior to vascular exclusion and after reperfusion at several timepoints. Arterial blood samples were obtained prior to vascular exclusion (0 min) and 30, 60, 90, 120, 180, 240, 300, and 360 min after reperfusion. Blood samples were collected in BD SST vacutainers (Becton Dickinson, Breda, The Netherlands) and centrifuged (18 min, 1300 g, room temperature) to obtain serum. The levels of aspartate transferase (AST), alanine transaminase (ALT), alkaline phosphatase (AF), and gamma-glutamyl transferase (GGT) were detected with a biochemical analyzer (Cobas 8000, Diagnostics, Basel, Switzerland).

### 2.5. RNA Extraction, cDNA Preparation, and RT-qPCR

Tissue samples (spleen, lung, liver) were submerged in Trizol Cell Lysis Reagent (Qiagen) and homogenized using glass beads. RNA was isolated with the MiRNeasy kit (Qiagen) according to manufacturer’s protocol using a standard chloroform RNA extraction protocol. RNA content was determined using photospectrometry (Nanodrop 2000, Thermo-Scientific, Waltham, MA, USA). RNA content was normalized before reverse transcriptase transcription. cDNA was made by adding 2 µL PCR reaction mix (PrimeScript RT master mix, Takara Bio, Japan) to 500 ng RNA, in a total of 10 µL dH_2_O, in a 2720 thermal cycler (Applied Biosystems, Waltham, MA, USA). RT-qPCR was performed with the primers that are listed in Table S1. Each reaction mixture contained 5 µL cDNA template, 10 µL SYBR Select PCR Master mix (Applied Biosystems, Life technologies, Warrington, UK), and 2 µL primers in a total reaction volume of 20 µL. qPCR was performed in a StepONE Plus Real-time PCR machine (Applied Biosystems), according to the manufacturer’s guidelines, using the following scheme: 95 °C for 2 min, 40 cycles of 95 °C for 15 s, followed by 72 °C for 1 min. The value of porcine glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was taken as the housekeeping gene for determining the dCt of human B2M expression. A cycle threshold (CT) of 40 was taken in cases of an undetermined threshold. All RT-qPCR data are presented as 2^(-dCT)^.

### 2.6. Bulk RNA Sequencing

RNA from liver tissue was extracted using the NucleoSpin RNA Kit (Macherey-Nagel, Düren, Germany) following the manufacturer’s instructions. For each individual sample, messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, first-strand cDNA was synthesized using random hexamer primers, followed by second-strand cDNA synthesis using dTTP for a non-directional library. Libraries were sequenced using the Ilumina NovaSeq X Plus platform (Novogene Ltd., Cambridge, UK). Reads with adapter contamination, over 10% of uncertain nucleotides, or with >50% low-quality nucleotides (Base quality < 5) were removed, which resulted in 60–120 million, 150-nucleotide long, paired-end clean reads. The resulting datasets were mapped against the Ensembl 110 Sus scrofa genome (assembly 11.1) using HISAT2, and mapped reads were converted to counts using FeatureCounts with the Sus scrofa genome assembly 11.1 associated annotation file (Ensembl Sus scrofa 11.1.110.gtf.gz). Raw count files were uploaded to the Galaxy Web platform public server at usegalaxy.org for downstream analysis [23]. Differentially expressed genes were identified using DESeq2 for the following pairwise factors: ‘Baseline’, ‘Ischemic Control’, ‘Arterial Infusion’, and ‘Portal Infusion’. Transcripts with an adjusted *p*-value < 0.05 (Benjamin Hochberg FDR corrected) were considered differentially expressed for each comparison. Gene set enrichment analysis (GSEA) was performed using the UCSD/Broad institute package for GSEA [24]. Three publicly available datasets with regard to ischemia–reperfusion data were obtained from EMBL-EBI Ontology (IRI set 1, https://www.ebi.ac.uk/ols4/ontologies/efo/classes?short_form=EFO_0000556, assessed on 24 October 2024), Harmonizome 3.0 (IRI set 2, https://maayanlab.cloud/Harmonizome/gene_set/ischemiareperfusion/GeneRIF+Biological+Term+Annotations, assessed on 21 October 2024), and GEO database (IRI set 3, Wang et al. [25]).

Raw data are available from the GEO repository at NCBI (accession number GSE282013) upon reasonable request.

### 2.7. Tracking BM-MSC in Pulmonary Circulation

To assess the presence of BM-MSCs in the pulmonary circulation, blood samples (1 mL) from the pulmonary artery were collected at 1, 3, 5, and 10 min after injection of BM-MSCs. A sample before BM-MSC infusion (baseline) was taken as the negative control. Tracking of the BM-MSCs was performed via staining with allophycocyanin (APC), labeled anti-human CD90, R-phycoerythrin (PE)-conjugated anti-human CD105, and fluorescein isothiocyanate (FITC)-conjugated human CD73 (Becton Dickinson, San Jose, CA, USA). Samples were analyzed on a FACS Canto II flow cytometer (BD Biosciences, Vianen, The Netherlands) using FlowJo software (version 10.6.1, Treestar, Ashland, OR, USA).

### 2.8. Immunohistochemistry

Formalin-fixed liver biopsies were embedded in paraffin and 4 µm sections were prepared for hematoxylin and eosin (HE) staining according to standard protocols. The slides were analyzed by a liver pathologist, blinded to the context of the cases.

### 2.9. Statistical Analyses

Baseline characteristics were described as the median with 25–75% percentiles (interquartile range, IQR) and were analyzed with the Kruskal–Wallis test. The results were expressed as the mean ± standard deviation (SD). The Mann–Whitney test or unpaired *t*-test was used for intergroup analysis. For continuous repeated variables, a mixed model (two-way ANOVA) was used with Sidak’s post hoc test for multiple comparisons. Data were analyzed using SPSS (software version 24, IBM corp., Armonk, NY, USA), Labchart (version 7, ADInstruments, Colorado Springs, CO, USA), and Graphpad (version 6.0, Graphpad Software Inc., La Jolla, CA, USA). A two-sided significance level of 0.05 was chosen.

## 3. Results

### 3.1. Establishment of the Hepatic Ischemia–Reperfusion Injury Model

Clamping of the hepatic vasculature and consequent restoration of the circulation resulted in profound macroscopic changes (Figure 2A). Sinusoidal congestion and vacuolization of the hepatocellular cytoplasm were seen on the HE staining at 6 h of reperfusion (Figure 2B). 

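Bulk RNA sequencing covered 13 pig liver libraries in 4 groups. Baseline, the liver before any ischemia, is represented by 2 libraries, replicates 1a and 2. The ischemic controls are 3 livers that had 45 min of warm ischemia and 6 h of reperfusion without cells. The arterial and the portal infusion group hold 4 livers each, which had the same ischemia and reperfusion and received 3 M (M for mega) human BM-MSCs (bone marrow-derived mesenchymal stromal cells) per kg body weight 15 min after reperfusion, through the hepatic artery or the portal vein. For RNA extraction the paper's sequencing methods name the NucleoSpin RNA kit, and the sample labels name a miRNeasy kit, which the paper names for its qPCR samples. Messenger RNA was purified on poly-T beads and made into non-directional libraries, so that a read does not tell the strand it came from. The authors mapped the paired-end reads to the pig genome assembly Sscrofa11.1 with HISAT2, counted them per gene with FeatureCounts and the Ensembl annotation, and deposited the raw counts of 35670 genes. The total count on genes was 30952737 and 26865538 in the baseline libraries, between 18975413 and 33133296 with a median of 32966093 in ischemic controls, between 24339939 and 35949178 with a median of 32804521 after arterial infusion, and between 20563848 and 31251501 with a median of 25424450 after portal infusion. The paper states a depth of 60 M to 120 M clean reads per library. That number was taken before mapping and counting, of paired-end reads, and the values here use the counts on genes.
Differences between groups were tested with edgeR's quasi-likelihood test on TMM-normalized counts of the 16481 genes past edgeR's filterByExpr, with all 13 libraries in 1 fit so that the groups shared 1 estimate of the spread. Adjusted p-values are Benjamini-Hochberg values over these genes, and the threshold was 0.05. The standard error given with a log2 fold change is approximate. It is the size of the fold change divided by the square root of the test's F statistic. The paper used DESeq2, which was run as an alternative. Normalized counts of single genes are counts divided by DESeq2's size factors, given as mean ± SD, and exact permutation tests on single genes are two-sided and use log2(normalized count + 1). With 2 baseline libraries against 3 controls, such a test cannot give a p under 0.1. The libraries carry no molecular identifiers, so a count does not tell how many RNA molecules lie behind it. The spread between livers of a group was wide, with a common biological coefficient of variation of 0.729.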

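Between ischemic controls and baseline, 0 of the 16481 genes tested had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest adjusted p was 0.978, and 720 genes had an unadjusted p under 0.05. That is fewer than this threshold gives by chance over 16481 genes. The alternative that moved this count most was DESeq2's Wald test fitted to the 2 baseline and 3 control libraries alone, which called 166 genes, 103 higher and 63 lower in controls. DESeq2 fitted to all 13 libraries called 5 genes. Counts were also simulated at the spread of all 13 libraries, with 200 genes of higher mean count changed by 3 on the log2 scale. On these counts, edgeR's test over the 13 libraries called 90 of the changed genes and 2 unchanged genes. DESeq2 over the 5 libraries called 153 of the changed genes and 119 unchanged genes. The spread of the 5 libraries alone can be smaller, so the 119 is not an estimate for the real calls. The control and baseline libraries did not overlap at 5132 genes, or 31.1%, where chance alone gives 20%. Of the genes that the paper names or labels in its figures, 28 were matched to a row of the count table. Of these 28 genes, 21 had an unadjusted p under 0.05, 19 had an adjusted p under 0.05 when adjusted over the list alone, and DESeq2 over the 5 libraries called 23. The paper chose this list on these libraries, so the count over the list alone is not independent evidence.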

Transcriptomic analysis showed that 170 genes were differentially expressed at the end of IRI (Figure 2C). These differentially expressed genes included genes related to hypoxia (EPO and CXCR4) and inflammation (GZMB), which were upregulated. 

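EPO, which encodes erythropoietin, lies on chromosome 3 of Sscrofa11.1 from 8620508 to 8622936. Its normalized count was 4.71 ± 2.29 (SD, n = 2) at baseline and 92.9 ± 55.8 (SD, n = 3) in ischemic controls, a log2 fold change of 4.26 with a standard error of 2.03. The chemokine receptor gene CXCR4, on chromosome 15 from 15663652 to 15666706, went from 26.4 ± 3.02 to 186 ± 74.0 normalized counts, a log2 fold change of 2.82 with a standard error of 0.77. GZMB, the gene of the cytotoxic lymphocyte protease granzyme B on chromosome 7 from 74705499 to 74708781, went from 5.23 ± 3.04 to 101 ± 75.8, a log2 fold change of 4.23 with a standard error of 1.29. For each of these 3 genes every control library lay above every baseline library. The exact permutation test gave p = 0.1 for EPO and CXCR4 and p = 0.2 for GZMB. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes the adjusted p was 0.978 for each of them. In DESeq2's test over the 5 libraries, it was 5.99e-04 for EPO, 0.00261 for CXCR4 and 0.00182 for GZMB. Ischemic control 2 was the highest control for EPO at 154 and for GZMB at 175. Without it, the log2 fold change was 3.75 for EPO and 3.65 for GZMB, and the mean of the controls was 62.4 for EPO and 64.6 for GZMB. The baseline values of EPO and GZMB rest on 4 to 7 reads per library. In its discussion, the paper states that it observed higher expression of genes of hypoxia and inflammation with a known part in hepatic IRI.

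**Figure D1:**
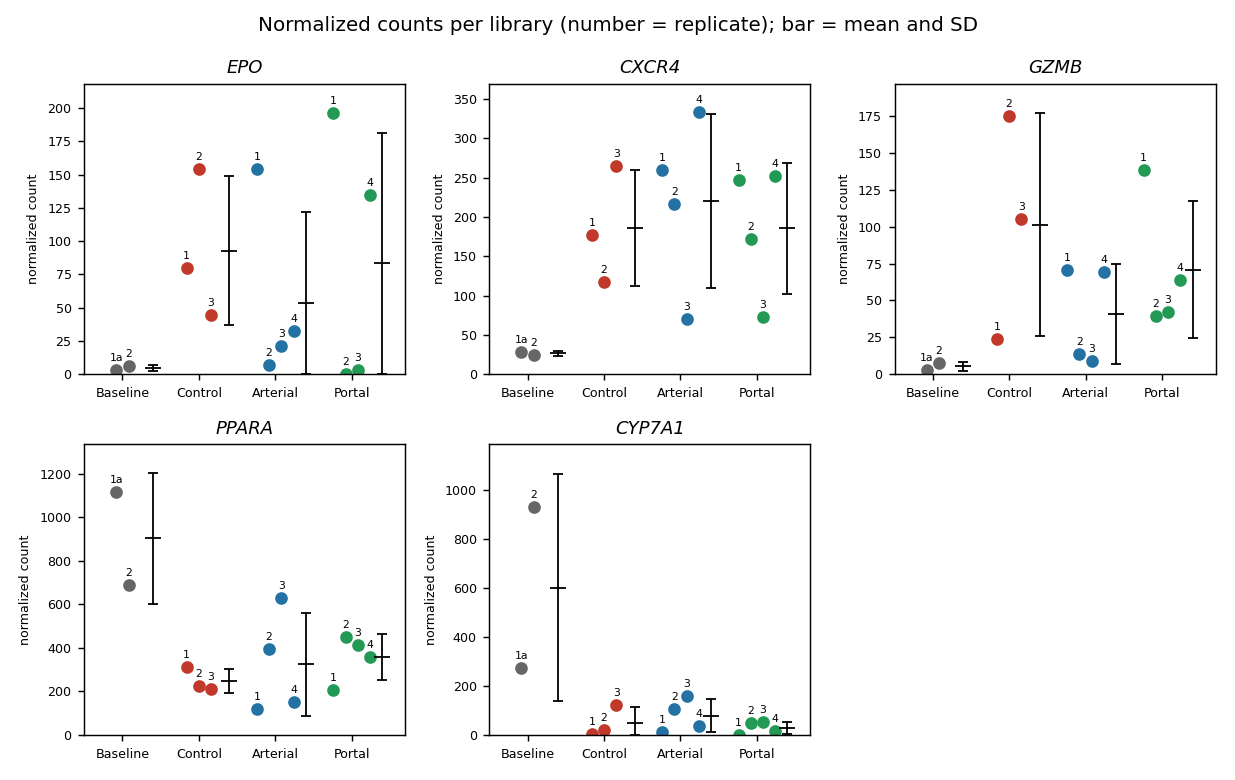
Normalized count (y axis) of EPO, CXCR4, GZMB, PPARA and CYP7A1 in each of the 13 libraries, by group (x axis: baseline, ischemic control, arterial infusion, portal infusion). Each point is 1 library with its replicate number, and the black bars give the mean and SD of the group, with the lower end stopped at 0. For CXCR4 the 3 controls lie between 117 and 264 and both baseline libraries under 29.0, and for PPARA the 3 controls lie between 210.3 and 311 and both baseline libraries at 691 and 1116.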

Among the downregulated genes were genes involved in synthetic function and hepatic metabolism (CYP4F8, PPARA, CYP7A1). 

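PPARA encodes a nuclear receptor that regulates fatty acid oxidation and lies on chromosome 5 of Sscrofa11.1 from 3302755 to 3321091. Its normalized count fell from 904 ± 301 (SD, n = 2) at baseline to 248 ± 54.9 (SD, n = 3) in ischemic controls, a log2 fold change of -1.87 with a standard error of 0.65. Both baseline libraries, at 1116 and 691, were above all 3 controls (exact permutation test, p = 0.1). CYP7A1, which encodes the rate-limiting enzyme of bile acid synthesis, lies on chromosome 4 from 74343101 to 74372628. It went from 602 ± 465 to 49.3 ± 64.3, a log2 fold change of -3.59 with a standard error of 1.46. Its values were 273 and 930.4 at baseline and 3.96, 21.0 and 123 in the controls, which do not overlap (exact permutation test, p = 0.2). The size of this change rests on single libraries. Without ischemic control 3 the log2 fold change was -5.62 and the mean of the controls 12.5, and without baseline 2 the log2 fold change was -2.50. The adjusted p of both genes was 0.978 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In DESeq2's test over the baseline and control libraries it was 0.0593 for PPARA, above the threshold, and 0.0278 for CYP7A1. CYP4F8 was not matched to a row of the count table by its symbol and is not analysed here.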

No gene sets with hallmark pathways were significantly enriched at 6 h of reperfusion compared to baseline (Figure S1). However, gene set enrichment analysis showed a significant overlapping gene signature of our gene set with publicly available IRI-related datasets (Figure 2D).

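The Hallmark collection is not used here. In its place, 8 short gene lists were tested on log2 CPM (counts per M reads) with limma's camera, at a preset correlation between genes of 0.01 and with Benjamini-Hochberg adjustment over the lists. Ischemic controls were higher than baseline for neutrophil genes (adjusted p = 8.53e-05, median log2 fold change 1.07, 14 of 15 genes higher), heat shock and immediate early genes (adjusted p = 2.27e-05, median 0.83, 19 of 22 higher), inflammatory signalling genes (adjusted p = 6.14e-04, median 0.70, 19 of 25 higher), hypoxia response genes (adjusted p = 0.00848, median 0.30, 18 of 30 higher) and cholesterol synthesis genes (adjusted p = 0.0224, median 0.42, 17 of 22 higher). The lists of hepatocyte function (median log2 fold change -0.38, 17 of 29 genes lower), mesenchymal stromal cells (median 0.19, 12 of 23 higher) and erythroid cells (median 0.52, 3 of 5 higher) did not differ, each with an adjusted p of 0.508. These calls depend on the preset correlation. With the correlation estimated from the data, no list passed the threshold, with an adjusted p of 0.318 for the first 4 lists and 0.609 for cholesterol synthesis, and with fry, which keeps the correlation between genes, the values were 0.473 and 0.695. Without ischemic control 3, the adjusted p from camera was 0.0673 for hypoxia response and 0.452 for cholesterol synthesis, and without ischemic control 2 it was 0.420 for cholesterol synthesis (12 of 22 higher).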

Serum levels of aspartate transferase (AST) and alanine transaminase (ALT), alkaline phosphatase (AF), and gamma-glutamyl transferase (GGT) showed an increase after reperfusion in all groups (Figure S2). There were no significant differences in liver and biliary injury levels between the treatment groups and control group at any timepoint after reperfusion.

### 3.2. Characterization of BM-MSC and Hemodynamic Effects

BM-MSCs were plastic-adherent, elongated, and had a spindle-shaped appearance (Figure S3A). Flow cytometry showed that BM-MSCs expressed CD73, CD90, and CD105 and were negative for CD34, CD133, CD45, and CD44 (Figure S3B–D and S4). Cell numbers injected per kilogram bodyweight were equal between treated groups (*p* = 0.45, Figure S3E), as was animal body weight (Table 1). Considering hemodynamic and respiratory values, there were no significant differences between experimental groups in heart rate, mean arterial blood pressure, mean pulmonary arterial blood pressure, blood oxygen saturation, end tidal CO_2_, and temperature (Table 1).

After unclamping, blood flow rebounded to the baseline level in the hepatic artery and portal vein (Figure 3A,B). Interestingly, after BM-MSC infusion in the portal vein, portal venous flow persistently increased compared to ischemic controls and the arterial injected group. This difference between the portal BM-MSC infusion and ischemic control groups was statistically significant at 120 min after reperfusion, and reached significance at 30 and 240 min compared with arterially infused BM-MSCs (Figure 3A). Although apparently the same phenomenon was observed in arterial blood flow with arterially injected BM-MSCs, these differences were not significant between treated groups and the control group (Figure 3B).

Two adverse events occurred not related to BM-MSC infusion. One pig in the experimental group receiving the BM-MSCs via the portal vein presented with a pulmonary air embolism. This was most likely caused by wrongful flushing of the Swan–Ganz catheter. This experiment was prematurely stopped after unsuccessful resuscitation of the pig. After gene expression analysis by qPCR on lung tissue biopsies, no detectable expression of B2M was found, suggesting that this incident was not a thrombo-embolism caused by the MSCs. In the arterial MSC infusion group, we encountered one case of a non-correctable spasm or dissection of the hepatic artery. Most likely this was caused by traumatic overclamping of the artery. Gene expression analysis using qPCR showed no difference in human-specific B2M expression within the right and left liver lobe of this animal compared to other arterially injected subjects.

### 3.3. First-Pass Retention of BM-MSCs in Liver and No Localization to Circulation or Other Tissues

Flow cytometry analysis revealed no detectable levels of human CD90, CD105, and CD73-positive cells in the pulmonary artery samples at different timepoints post BM-MSC administration, demonstrating that cells did not localize to the pulmonary circulation (Figure 4A). No increase in pulmonary arterial pressure, in comparison to baseline pressure, was observed in the first 120 min post reperfusion in any of the treatment groups that were investigated, indicating that pulmonary resistance did not increase after injection of BM-MSCs. There was no difference in pulmonary arterial pressure between the arterial and portal MSC infusion group (Figure 4B). According to qPCR analyses on lung and spleen samples, no measurable levels of human B2M were detected (Figure 4C).

Regarding the distribution of the BM-MSCs in the liver (Figure 5A), gene expression analysis showed that significantly less B2M was detected in the left lobe when cells were administered through the portal vein compared to when BM-MSCs were administered through the hepatic artery (*p* = 0.02) (Figure 5B). No significant differences in the distribution of BM-MSCs over the right lobe were found between treated groups (*p* = 0.60).

### 3.4. Biological Effects of BM-MSC on IRI

To examine the activation of infused BM-MSCs in response to hepatic IRI, a whole transcriptome comparison between samples collected after 6 h of follow-up (ischemic controls, arterial group, portal group) was performed (Figure 6A). 

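Over the 500 genes that varied most between the 11 libraries at 6 h, principal component 1 held 62.5% of the variance and principal component 2 held 6.97%. The share of the total variance that lay between ischemic controls, arterial infusion and portal infusion was 10.1%. Regrouping the 11 libraries at random gave a median share of 17.5%, and 10.1% or more in most of the regroupings (permutation test with 100000 resamples, p = 0.908). The libraries spread along component 1 within each group. On its positive side lay portal infusion 1 at 59.7, arterial infusion 1 at 34.4, ischemic control 2 at 23.2 and portal infusion 4 at 23.1, and the other libraries lay between -9.89 and -28.5. Without portal infusion 1 the share of component 1 was 51.2%, and over all genes past the filter on low counts in place of the 500 most variable it was 46.2%.
In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes differed between arterial infusion and ischemic controls, where 258 genes had an unadjusted p under 0.05. Portal infusion against ischemic controls also gave 0 genes, with 460 at an unadjusted p under 0.05, and arterial against portal infusion 0 genes, with 396. Each of these numbers of genes is below what the unadjusted threshold gives by chance. DESeq2 over all 13 libraries called 0, 4 and 1 genes in these 3 comparisons. In the same order, edgeR with no filter on low counts called 11, 14 and 5 genes.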

Human B2M expression was assessed with qPCR within the analyzed sequencing samples. In total, nine differentially expressed genes were found between B2M-positive samples (containing BM-MSC) in comparison to ischemic controls at 6 h IRI (Figure 6B). 

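The human B2M measurements by qPCR were not matched to single libraries here, because the paper's text and the sample labels do not name the B2M-positive samples, and the paper's text does not state how many of the samples they were. All 8 infused livers were therefore compared with the 3 ischemic controls. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the 16481 genes had an adjusted p under 0.05 in this comparison. The smallest adjusted p was 0.823, and 353 genes had an unadjusted p under 0.05, fewer than this threshold gives by chance. DESeq2 over all 13 libraries called 1 gene, CCL3L1, which was lower in the infused livers, and edgeR with no filter on low counts called 19 genes. CCL3L1 was at 5542 normalized counts in ischemic control 2 and between 24.5 and 182 in the other controls, so that its log2 fold change of -4.53 became -0.41 without that library. On counts simulated at the measured spread, edgeR's test called 166 of 200 genes changed by 3 on the log2 scale in a comparison of this size. The changed genes were drawn from genes of higher mean count. The number therefore does not apply to genes with few reads, such as CCL26, AK5 and SCN9A, or to smaller changes. CCL26, RETN, AK5, MVD, CDC42EP5, ND4L, SNORD21, SNORD24 and SCN9A, which the paper shows in Figure 6C,D, had an adjusted p of 1.00 each, and none had an adjusted p under 0.05 when adjusted over the list of 28 named genes alone.

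**Figure D2:**
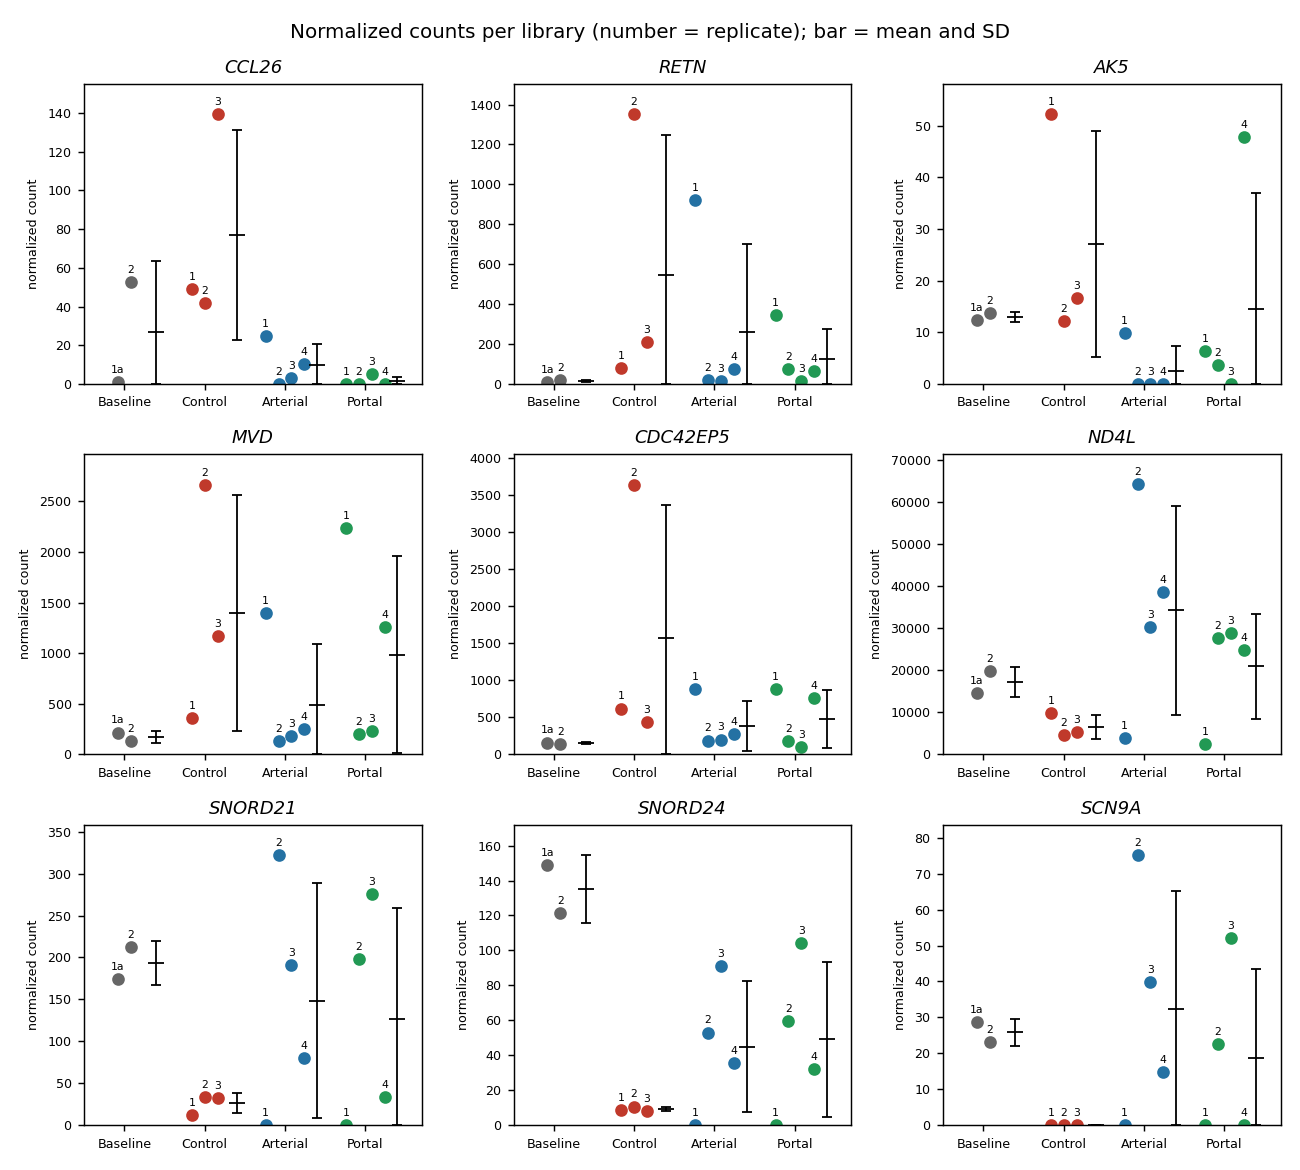
Normalized count (y axis) of the 9 genes CCL26, RETN, AK5, MVD, CDC42EP5, ND4L, SNORD21, SNORD24 and SCN9A in each of the 13 libraries, by group (x axis: baseline, ischemic control, arterial infusion, portal infusion). Each point is 1 library with its replicate number, and the black bars give the mean and SD of the group, with the lower end stopped at 0. CCL26 is the gene of the 9 whose 8 infused livers, at 0 to 25.0, all lie under the 3 controls, at 42.03 to 139, and arterial infusion 1 and portal infusion 1 have a count of 0 for SNORD21, SNORD24 and SCN9A.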

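CCL26, a chemokine gene on chromosome 3 of Sscrofa11.1 from 10381306 to 10385677, had normalized counts of 0.771 and 52.7 in the baseline libraries and of 49.0, 42.03 and 139 in ischemic controls. The groups overlap, with means of 26.8 ± 36.8 (SD, n = 2) and 76.9 ± 54.3 (SD, n = 3). The log2 fold change of 1.55 had a standard error of 1.89, so that a difference was not detectable (exact permutation test, p = 0.3; adjusted p = 0.978 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.599 in DESeq2's test over the 5 libraries). Baseline 2 decides the value, since without it the log2 fold change was 6.41, and without baseline 1a it was 0.56. Without ischemic control 3 it was 0.81, and the mean of the controls was 45.5. RETN encodes resistin and lies on chromosome 2 from 71484164 to 71485577. It rose from 14.2 ± 3.75 to 547 ± 700, a log2 fold change of 5.20 with a standard error of 2.00. The control values of RETN were 78.3, 1352 and 212, all above both baseline libraries (exact permutation test, p = 0.2), and the adjusted p was 0.978 in edgeR's test and 2.68e-05 in DESeq2's test over the 5 libraries. Without ischemic control 2 the mean of the controls was 145 and the log2 fold change 3.38.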

Two inflammatory genes, C-C motif chemokine ligand 26 (CCL26) and resistin (RETN), were significantly upregulated after IRI in controls at 6 h reperfusion. This was almost completely prevented in the B2M-positive samples, although still significant differences with baseline were noticed (Figure 6C).

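Over all 8 infused livers, the normalized count of CCL26 was 5.47 ± 8.71 (SD, n = 8). It was 0 in arterial infusion 2 and portal infusions 1, 2 and 4, and 3.24, 5.02, 10.5 and 25.0 in arterial infusion 3, portal infusion 3, arterial infusion 4 and arterial infusion 1. All 8 infused livers lay below all 3 controls (exact permutation test, p = 0.00606, the smallest p that 8 livers against 3 allow). The log2 fold change against controls was -4.38 with a standard error of 1.28, an adjusted p of 1.00 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. In portal infusions 1 and 4, 17.2% and 7.27% of the 1734 genes with a similar level in ischemic controls had 0 reads too, against 0.404% in arterial infusion 2 and 0.115% in portal infusion 2. With each library left out in turn, the log2 fold change of CCL26 stayed between -6.18 and -3.65, and without arterial infusion 1 the mean of the infused livers was 2.68. RETN was at 191 ± 315 in the infused livers, with 923, 20.4, 13.8 and 75.4 in arterial infusions 1 to 4 and 345, 72.9, 12.0 and 65.0 in portal infusions 1 to 4. Its log2 fold change against controls was -1.62 with a standard error of 1.07 (exact permutation test, p = 0.188), and the direction turned without ischemic control 2, to 0.22. Without arterial infusion 1 it was -3.04, and the mean of the infused livers was 86.3.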

In addition, activation of three genes related to cell energy metabolism (adenylate kinase 5, AK5) and lipid synthesis (mevalonate diphosphate decarboxylase, MVD) was noticed in ischemic controls, which was significantly redressed by BM-MSCs.

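AK5, on chromosome 6 of Sscrofa11.1 from 135745879 to 136020585, was at 13.0 ± 0.970 (SD, n = 2) normalized counts at baseline and 27.0 ± 21.9 (SD, n = 3) in ischemic controls, and the groups overlap. The log2 fold change of 1.08 had a standard error of 2.08, and a difference was not detectable (exact permutation test, p = 0.7; adjusted p = 0.981 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.732 in DESeq2's test over the 5 libraries). Ischemic control 1 was at 52.2, and without it the mean of the controls was 14.4 and the log2 fold change 0.12. In the infused livers AK5 was at 8.46 ± 16.3 (SD, n = 8), with 9.81 in arterial infusion 1 and 0 in the other 3 arterial livers, and 6.29, 3.74, 0 and 47.8 in portal infusions 1 to 4. Without portal infusion 4 the mean was 2.83. The log2 fold change against controls was -2.24 with a standard error of 1.39 (exact permutation test, p = 0.0545). It was -1.28 without ischemic control 1 and -4.41 without arterial infusion 1.
MVD, on the same chromosome from 1008100 to 1014303, went from 174 ± 58.7 at baseline to 1399 ± 1168 in controls, a log2 fold change of 2.95 with a standard error of 1.23. Every control was above both baseline libraries (exact permutation test, p = 0.2), and the adjusted p was 0.978 in edgeR's test and 0.00736 in DESeq2's test over the 5 libraries. Ischemic control 2, at 2665, raised the mean, which was 766 without it. In the infused livers MVD was at 736 ± 795. The values of 1394 in arterial infusion 1, 2240.3 in portal infusion 1 and 1262 in portal infusion 4 lay within the range of the controls, and the other 5 livers were at 133, 179 and 248 in arterial infusions 2 to 4 and at 203 and 227 in portal infusions 2 and 3. The log2 fold change against controls was -1.04 with a standard error of 0.77 (exact permutation test, p = 0.230), -0.22 without ischemic control 2 and -1.72 without arterial infusion 1. CDC42EP5, which the paper shows in Figure 6C, lies on chromosome 6 from 58852426 to 58857622 and went from 153 ± 9.96 at baseline to 1566 ± 1797 in controls, where ischemic control 2 was at 3639. Its log2 fold change of 3.31 had a standard error of 1.11 (adjusted p of 0.978 in edgeR's test and 0.00498 in DESeq2's), and without that control it was 1.83 and the mean of the controls 530.1. The infused livers were at 432 ± 342, with 883, 187, 200.4 and 268 in arterial infusions 1 to 4 and 877, 180.3, 100.3 and 756 in portal infusions 1 to 4, a log2 fold change against controls of -1.88 with a standard error of 0.67 (exact permutation test, p = 0.103), and of -0.38 without ischemic control 2. With no filter on low counts, edgeR gave CDC42EP5 an adjusted p of 0.0403 in this comparison.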

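ND4L had a normalized count of 17241 ± 3592 (SD, n = 2) at baseline and 6576 ± 2819 (SD, n = 3) in ischemic controls, and all 3 controls were below both baseline libraries (exact permutation test, p = 0.2). The log2 fold change of -1.37 had a standard error of 0.94 and an adjusted p of 0.978 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and of 0.239 in DESeq2's test over the 5 libraries. SNORD21 and SNORD24 encode small nucleolar RNAs. How their reads came into libraries made on poly-T beads was not tested. SNORD21 went from 193 ± 26.7 to 25.9 ± 12.1, a log2 fold change of -2.92 with a standard error of 1.69. SNORD24 went from 135 ± 19.5 to 9.05 ± 1.31, a log2 fold change of -3.90 with a standard error of 1.64. It has 3 rows in the count table, between which reads could be split, and the row with the most counts is given. For both, the controls lay below the baseline libraries (exact permutation test, p = 0.1), and the adjusted p in DESeq2's test over the 5 libraries was 0.00591 for SNORD21 and 1.01e-04 for SNORD24. The other small nucleolar RNA genes fell with them, 84 of 105 being lower in controls. SCN9A, on chromosome 15 of Sscrofa11.1 from 72745706 to 72912352, had 37 and 22 reads in the baseline libraries, a normalized count of 25.9 ± 3.77, and 0 reads in all 3 controls. Taken at the limit of 3 reads that a count of 0 allows, it was at least 4.93-fold lower in controls (exact permutation test, p = 0.1; adjusted p = 0.0112 in DESeq2's test over the 5 libraries). The limit is set by ischemic control 2, the library with the fewest counts, and is 10.9-fold without it. These limits cover counting error only.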

An inversed pattern was found in four genes, downregulated in controls at 6 h reperfusion: NADH-ubiquinone oxidoreductase chain 4L (ND4L), small nucleolar RNA, C/D box (SNORD) 21, SNORD24, and sodium voltage-gated channel alpha subunit 9 (SCN9A) were significantly lower after IR in controls. ND4L is part of the mitochondrial genome and is involved in ATP synthesis. 

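ND4L lies on the mitochondrial chromosome (MT) of Sscrofa11.1 from 11069 to 11365, and ND4 follows it from 11359 to 12736, so that the genes overlap and reads across the overlap could be assigned to either. ND4 fell in ischemic controls too, by 0.74 on the log2 scale with a standard error of 0.80. The ratio of ND4L to ND4 counts was 0.117 and 0.109 in the baseline libraries and 0.0871, 0.0703 and 0.0556 in the controls. The other 12 mitochondrial protein genes did not fall as a group, with a median log2 fold change of 0.39. Mitochondrial genes took 7.00% and 4.52% of the counts at baseline and 7.96%, 4.88% and 7.43% in the controls.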

The role of SNORD21, SNORD24, and SCN9A in liver metabolism or inflammation is so far unknown, but recent research shows that snoRNAs play a pivotal role in proliferation, cell migration, apoptosis, and cell cycle progression in hepatocellular carcinoma (HCC) and related etiologies, such as hepatitis B virus (HBV), hepatitis C virus (HCV), and non-alcoholic fatty liver disease (NAFLD) [26]. In B2M-positive samples, this decrease was almost completely prevented, although differences compared with the baseline condition were still apparent (Figure 6D).

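Over all 8 infused livers, ND4L was at 27653 ± 19610 normalized counts (SD, n = 8), a log2 fold change against ischemic controls of 2.00 with a standard error of 0.80 (exact permutation test, p = 0.152). Arterial infusion 1 at 3819 and portal infusion 1 at 2454 were below every control, and the other 6 livers were above every control, at 64367, 30288 and 38767 in arterial infusions 2 to 4 and 27806, 28980.0 and 24741 in portal infusions 2 to 4. SNORD21 was at 138 ± 126 and SNORD24 at 46.9 ± 38.1. The log2 fold changes against controls were 2.43 with a standard error of 1.44 for SNORD21 (exact permutation test, p = 0.758) and 2.38 with a standard error of 1.36 for SNORD24 (exact permutation test, p = 0.582). Both had 0 reads in arterial infusion 1 and portal infusion 1. In arterial infusions 2 to 4 they were at 322, 191 and 79.6 (SNORD21) and 52.9, 90.9 and 35.6 (SNORD24), and in portal infusions 2 to 4 at 198, 276 and 33.1 and at 59.8, 104 and 31.9. SCN9A was at 25.5 ± 27.9, at least 4.86-fold higher than in the controls, or at least 10.8-fold without ischemic control 2, which sets the limit (exact permutation test, p = 0.176). It had 0 reads in arterial infusion 1, portal infusion 1 and portal infusion 4, and 14 to 81 reads in the other 5 livers. In these 3 libraries, 24.8%, 45.9% and 33.7% of the 876 genes with a similar baseline level had 0 reads too, against 2.63%, 10.7% and 2.05% in the 3 controls. The adjusted p of each of these 4 genes was 1.00 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From genes whose change after IRI was smaller in B2M-positive samples, the paper concludes in Figure 6 that BM-MSCs had a beneficial effect on hepatic IRI.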

## 4. Discussion

IRI is an inevitable process during liver transplantation and hepatic surgery which leads to tissue injury and organ dysfunction. Reperfusion is essential to restore homeostasis following ischemia, but the re-establishment of blood circulation paradoxically leads to aggravation of the developed injury. Upon reperfusion, mitochondrial dysfunction causes a sterile inflammation response involving both the innate and adaptive immune systems [1,27]. By applying bulk RNA sequencing, we observed upregulation of hypoxia-related and inflammatory genes that are known to be involved in hepatic IRI. This suggests that inflammatory signals that are present in the microenvironment may activate MSCs, revealing their anti-inflammatory characteristics and enabling the prevention of excessive tissue damage the promotion of tissue repair by secreting cytokines such as IL-10 and other soluble factors [28]. Although MSCs can switch their pro- and anti-inflammatory role in response to inflammatory signals in the area, we here show that MSCs are activated towards an anti-inflammatory state, providing a promising approach to mitigating these IRI-related pathological processes.

In this study, we demonstrated the safety and feasibility of direct administration of BM-MSCs into the hepatic vascular beds in a porcine ischemia–reperfusion injury model. From a safety point of view, BM-MSCs did not migrate to the pulmonary circulation or spleen, and injection did not result in increased pulmonary artery pressure. The two adverse effects we encountered were attributed to technical issues and did not result from BM-MSC injection. We demonstrated that intrahepatic BM-MSC infusion of 3 million BM-MSCs per kilogram bodyweight (estimated about 10 million per 100 g of liver tissue) is well tolerated by the liver, and cells are contained in the hepatic vascular bed. However, our follow-up period was restricted to 6 h post infusion, which limits the monitoring of prolonged safety measures and survival. Future studies should be designed with longer follow-up times to assess the long-term safety outcomes of MSC therapy.

Several administration routes have been described for BM-MSC injection, including peripheral intravenous (IV) injection, intrasplenic injection, and direct administration via the portal vein or hepatic artery. Selection of the administration route may affect the number of engrafted BM-MSCs in the liver parenchyma, which in turn affects the biological and therapeutic effects. Peripheral intravenous administration was shown to be ineffective, with most cells ending up in the lung parenchyma and not reaching the site of injury [8,9,10].

Two groups showed benefit of direct intraportal administration over intravenous administration in a pig model of acute liver failure in terms of biological effects and outcomes [22,29]. In our current study, we demonstrate that BM-MSCs are more equally distributed over the different hepatic lobes when BM-MSCs are administered through the hepatic artery, compared to portal vein injection. Based on our findings and the literature, we therefore believe that arterial administration is superior to portal injection regarding cell distribution and the best option with regard to safety, feasibility, and therapeutic effects. During open liver surgery, MSCs can thus be injected through a catheter in the de gastroduodenal artery, not jeopardizing hepatic blood flow.

To explore the use of MSCs to mitigate IRI in liver transplantation, Laing et al. used normothermic machine perfusion to deliver BM-MSC-like multipotent adult progenitor cells in human discarded livers [30]. They demonstrated that intra-arterially delivered cells transmigrated across the vascular endothelium, which led to consistent engraftment in liver parenchyma, whereas portally injected cells tended to arrest within the sinusoidal channels. In a similar model, our group infused human labeled BM-MSCs during cold machine perfusion of porcine livers and consequently re-perfused the grafts [31]. There were no differences seen in cell distribution across the liver between arterial and portal vein injection, but increased cytokine production was observed after arterial infusion.

In cases of liver transplantation, we propose the application of MSCs to the arterial pole of machine perfusion to target IRI prior to implantation. A recent proof-of-concept study showed the potential to treat IRI without the use of living cells by incorporating an MSC-based bioreactor during NMP [32]. Liver-related inflammatory factors led to priming and consequent pro-regenerative secretory activity of MSCs, resulting in improved graft viability and cell energy status of porcine livers. The recent technological developments to perfuse donor livers for multiple days on the machine allow for treating injured donor livers with regenerative therapies (i.e., MSC), making them suitable for transplantation [33,34]. MSCs are currently manufactured to a clinical grade as allogenic “off the shelf” therapy, paving the way for clinical applications. For this, MSCs are typically expanded in serum-free culture media and with a chemically defined formulation that is designed to comply with good manufacturing practice (GMP) standards [35]. However, here we used culture medium that included fetal bovine serum and non-GMP growth factors for the expansion of BM-MSCs, which limits the clinical translatability.

The purpose of our study was to demonstrate the safety and feasibility of direct MSC-infusion for the treatment of IRI, and therefore, the experiment was ended after 6 h of reperfusion. Although we had a relatively short follow-up time, we found nine differentially expressed genes in samples that were positive for human B2M at 6 h of reperfusion. We observed downregulation of pro-inflammatory genes (CCL 26 and RETN) and upregulation of a gene related to cell energy metabolism (ND4L). We only looked at transcriptomic differences between groups after 6 h post infusion. Future studies should extend follow-up times to investigate gene expression changes over time following infusion. However, transcriptomic profiling may not capture the functional effects of MSC therapy as it lacks information about cellular signaling and protein activity. A multi-omics approach by integrating proteomics and metabolomics alongside transcriptomics might result in a better understanding of the functional (long-term) effects of MSC therapy in IRI. Also, we propose to investigate the effects of direct hepatic MSC infusion on renal tissue following IRI. Acute kidney injury is a major complication after hepatic IRI, resulting in comorbidity following transplantation or surgery [36,37,38]. Tautenhahn et al. demonstrated that acute kidney injury after extended liver resection was ameliorated by the paracrine activity of IV-infused BM-MSCs [39]. MSC treatment resulted in hemodynamic stabilization, improved intra-renal blood flow, and stimulated kidney repair. This suggests that, beyond the liver, the kidney may also benefit from the secretory activity of infused MSCs, thereby enhancing therapeutic efficacy.

## 5. Conclusions

In conclusion, this study shows that clinically relevant amounts of BM-MSCs can be safely administered directly into the liver vascular beds, without compromising the hepatic blood flow or causing cell migration to the lungs or spleen. We showed that arterial administration of BM-MSCs is superior to portal injection with regard to homogenous cell distribution over the liver lobes. On a transcriptomic level, the presence of BM-MSCs led to downregulation of pro-inflammatory genes and upregulation of a gene involved in cell energy metabolism in liver tissue within 6 h of administration, underlining a swift biological response to the presence of BM-MSCs. Our results pave the way for future studies in which the therapeutic long-term effects of MSC treatment on IRI—either in situ in liver conditions or ex situ during machine perfusion -can be further elucidated before possible progression to clinical application.

## Figures and Tables

**Figure 1:**
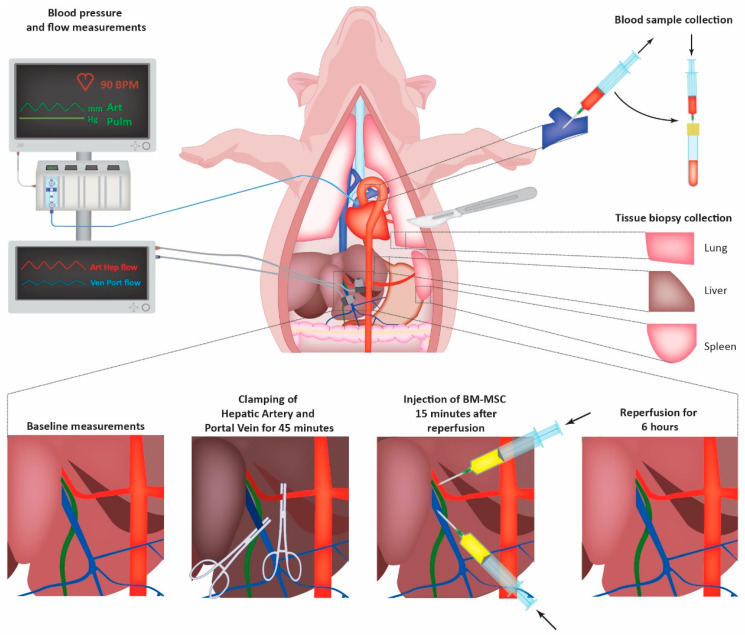
A schematic overview of experimental liver ischemia and reperfusion and BM-MSC treatment in pigs. A tracheostomy was performed to insert a Schwann–Ganz catheter for the measurement of pulmonary artery pressure (PAP). After midline laparotomy, the hepatic artery and portal vein were found for the placement of flow probes for continuous blood flow measurements. At baseline, biopsies (liver, lung, spleen) were taken, and hepatic blood flow, PAP, and general hemodynamics were measured, after which the portal vein, hepatic artery, and hepatic veins were clamped for 45 min. Following reperfusion, either no BM-MSCs or 3 × 10^6^ BM-MSCs/kg were infused via the hepatic artery or portal vein. During follow-up, the previously mentioned hemodynamics were measured, and blood samples of the pulmonary artery were taken to detect BM-MSCs in circulation. Six hours after reperfusion, biopsies of the liver, lung, and spleen were taken, and the experiment was terminated. Abbreviations: BM-MSCs, bone marrow-derived mesenchymal stromal cells.

**Figure 2:**
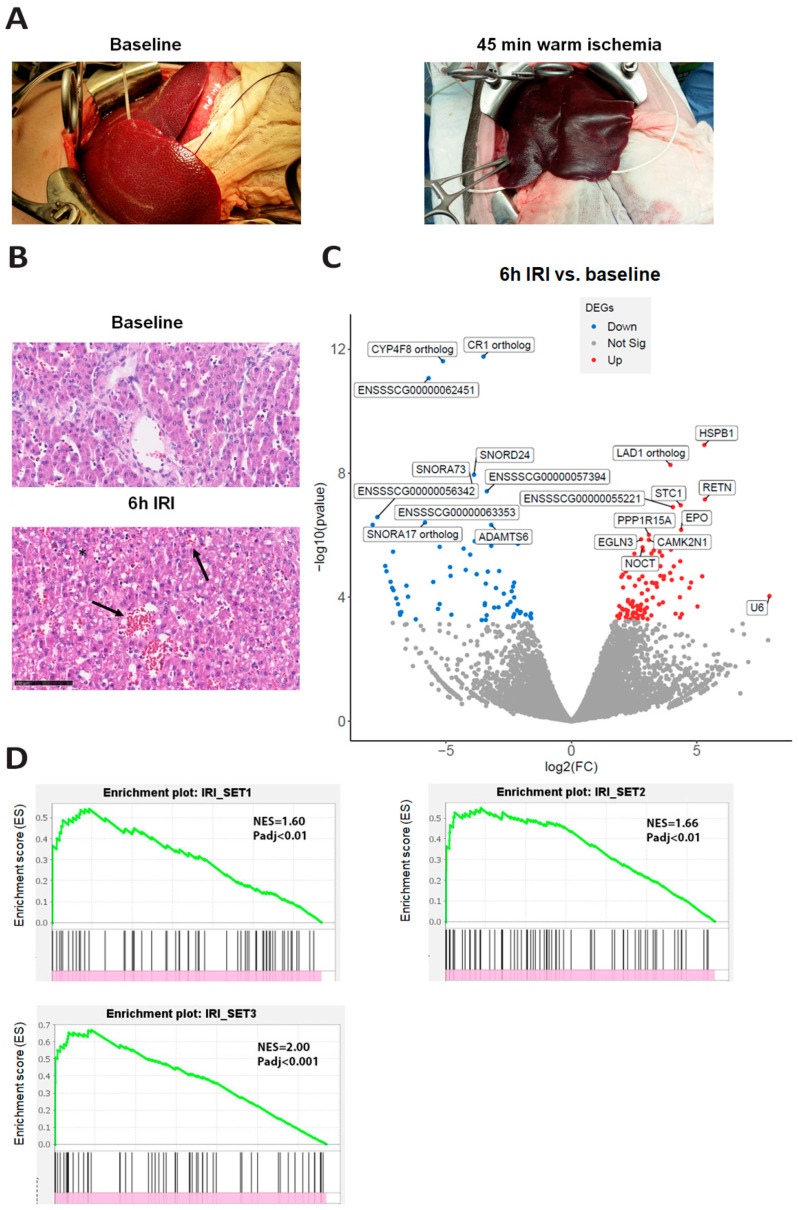
The effects of ischemia–reperfusion injury on macroscopic, histological, and transcriptional levels. (**A**) A macroscopic view of a porcine liver at baseline (left) and after 45 min of warm ischemia (right). (**B**) A representative image of hematoxylin and eosin staining in liver tissue at baseline (left) and at 6h reperfusion (right). The lower panel shows the presence of congestion (arrows) and hepatocellular vacuolization (asteryx) in the hepatic lobule after 6 h of reperfusion. Scale bar indicate 100 µm. (**C**) Differentially expressed gene expression analysis based on RNA bulk sequencing of baseline versus IRI at 6 h reperfusion. The volcano plot shows significantly up and downregulated genes at baseline compared to IRI (false discovery rate, FDR < 0.05). Each dot represents a single gene, with genes that are significantly upregulated in red, genes that are significantly downregulated in blue, and non-significant genes in gray. (**D**) Gene set enrichment analysis (GSEA) of the up-and downregulated genes at baseline compared to IRI versus three publicly available gene sets related to ischemia and reperfusion. IRI set 1: EMBL-EBI Ontology (top left panel, *p* < 0.01); set 2: Harmonizome 3.0 (top right panel, *p* < 0.01); and set 3: Wang et al. [25] (bottom left panel, *p* < 0.001). The x-axis shows the ranked list of differentially expressed genes and the vertical bars show genes that belong to the matched gene set. The y-axis shows the enrichment score (ES) that represents the degree to which genes are (statistically) over-represented (or under-represented) in the ranked dataset. The green line connects the points of ES and genes.

**Figure 3:**
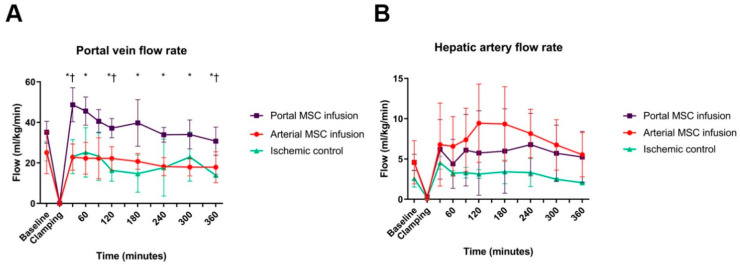
Portal MSC infusion led to vasodilation in the portal vein, whereas this effect was not seen in the arterial MSC infusion group. (**A**) A rebound in portal vein flow was observed in all groups after releasing the clamps on the hepatic vasculature. Increased blood flows (mL/kg/min) were measured in the groups that received BM-MSCs via the portal vein compared to the control group and the group that received cells via the hepatic artery. The difference in portal vein flow between the portal MSC infusion and ischemic control groups reached statistical significance at 120 min after reperfusion. There was a significant difference in portal flow between the portal MSC infusion and arterial MSC groups at 30 and 240 min after reperfusion. † *p* < 0.05 portal group vs. control group. * *p* < 0.05 portal group vs. arterial group. (**B**) Hepatic artery flow was restored to the values that were measured at baseline. No significant differences in hepatic artery blood flow (mL/kg/min) were measured between the portal MSC infusion group, arterial MSC infusion group, and ischemic control group.

**Figure 4:**
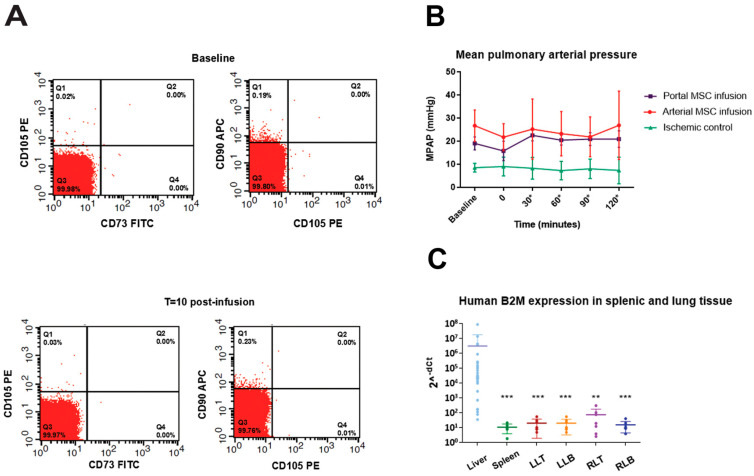
Human BM-MSCs infused in the liver were undetectable in the pulmonary circulation, did not affect pulmonary artery pressures, and were not detectable in lung and spleen tissue. (**A**) Flow cytometry analysis revealing the absence of human CD73, CD90, and CD105 markers in blood obtained from the pulmonary artery at baseline (top panels) and at 10 min after hepatic infusion (bottom panels). Also, at 1, 3, and 5 min, no cells positive for CD73, CD90, and CD105 were detected. The representative gating strategy is displayed in Figure S5. (**B**) Baseline mean pulmonary arterial pressures (MPAPs) were not different from the values that were measured in the first 120 min following BM-MSC infusion in the treated groups. * minutes after BM-MSC infusion. (**C**) No clear human B2M signal was detected in lung and spleen tissue samples compared to liver tissue at 6 h after reperfusion. A cycle threshold (CT) value of 40 was taken in cases of undetermined CT values during RT-qPCR. Gene expression of human B2M is displayed as 2^-dCt^. ** *p* < 0.001 vs. liver, *** *p* < 0.0001 vs. liver. Abbreviations: B2M, beta-2 microglobulin; LLB, left lung base; LLT, left lung top; RLB, right lung base; RLT, right lung top.

**Figure 5:**
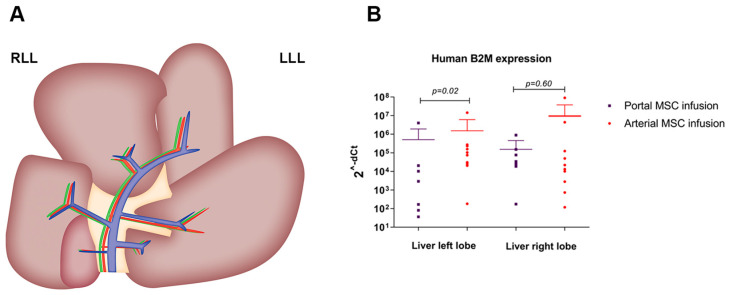
Arterial MSC infusion shows better delivery of BM-MSCs versus portal infusion for the left liver lobe. (**A**) porcine liver anatomy with a branching pattern of the portal vein and hepatic artery. Biopsies were obtained in the left liver lobe (LLL) and right liver lobe (RLL) for RNA extraction and consequent qPCR analysis. (**B**) Human beta-2-microglobulin (B2M) expression in the left liver lobe was significantly higher in the arterial MSC infusion group compared to the portal MSC infusion group (*p* = 0.02). This might be attributed to the rheology of portal blood with preference to the right lobe branches. There was no significant difference between the arterial group and the portal group regarding human B2M expression in the right liver lobe (*p* = 0.60). Gene expression of human B2M is displayed as 2^-dCt^.

**Figure 6:**
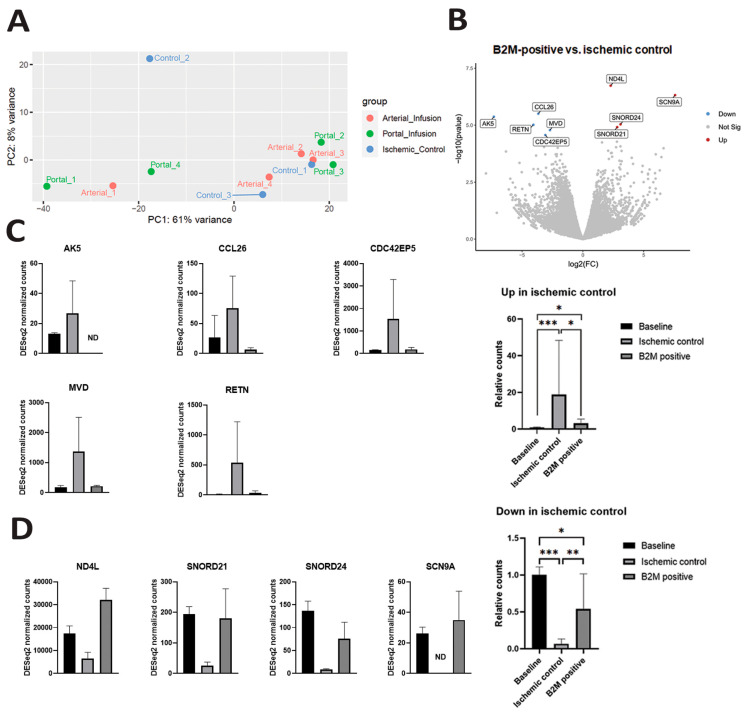
Transcriptomic analysis of porcine gene expression shows beneficial effect of BM-MSCs on hepatic IRI. (**A**) A principal component analysis (PCA) plot of RNA bulk sequencing data colored by groups (arterial infusion, portal infusion, ischemic control). Each data point represents an individual pig. (**B**) A volcano plot displaying the change in gene expression at 6 h after reperfusion for pig liver samples with relatively high human beta-2-microglobulin (B2M) levels compared to ischemic control samples. Each dot represents a single porcine gene, with genes that are significantly upregulated in red, genes that are significantly downregulated in blue, and non-significant genes in gray. In total, 9 differentially expressed genes (DEGs) were found (false discovery rate < 0.05). (**C**) The individual expression of genes that were upregulated in ischemic controls, including adenylate kinase 5 (AK5), C-C motif chemokine ligand 26 (CCL26), CDC42 effector protein 5 (CDC42EP5), mevalonate diphosphate decarboxylase (MVD, and retinin (RETN), were downregulated in B2M-positive samples at 6 h of reperfusion. Gene expression of the mentioned genes at baseline is displayed as a reference. Gene expression below the threshold of detection was characterized as non-detectable (ND). The error bar represents the mean ± SD. Count normalization of genes that were significantly upregulated after IRI compared to baseline and significantly downregulated in samples containing BM-MSCs (B2M-positive). A comparison between the groups was performed using the ANOVA test followed by the Kruskal–Wallis test. * *p* < 0.05; *** *p* < 0.001. (**D**) The individual expression of genes that were downregulated in ischemic controls and upregulated in B2M-positive samples at 6 h of reperfusion. The genes include NADH-ubiquinone oxidoreductase chain 4 (ND4), NADH-ubiquinone oxidoreductase chain 4L (ND4L), sodium voltage-gated channel alpha subunit 9A (SCN9A), small nucleolar RNA, C/D box 21 (SNORD21), small nucleolar RNA, and C/D box 24 (SNORD24) in the ischemic control group and B2M-positive samples. Gene expression of the mentioned genes at baseline is displayed as a reference. Gene expression below the threshold of detection was characterized as non-detectable (ND). The error bar represents the mean ± SD. Count normalization of genes that were significantly downregulated after IRI compared to baseline and significantly upregulated in the BM-MSC (B2M-positive) samples. A comparison between the groups was performed using the ANOVA test followed by the Kruskal–Wallis test. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

**Table 1:** Animal characteristics and perioperative data. Abbreviations: bpm, beats per minute; IQR, interquartile range; HR, heart rate; MABP, mean arterial blood pressure; mm Hg, millimeters of mercury; MPABP, mean pulmonary arterial blood pressure; kg, kilogram; SpO_2_, blood oxygen saturation; etCO_2_, end tidal CO_2_. * Kruskal–Wallis test.

	Ischemic Control, n = 5 Median (IQR)	Portal MSC Infusion, n = 5 Median (IQR)	Arterial MSC Infusion, n = 6 Median (IQR)	*p*-Value *
Weight (kg)	20.5 (20.0–24.7)	23.7 (21.0–24.1)	26.9 (24.6–31.2)	0.061
HR (bpm)	100.0 (71.5–138.0)	97.0 (79.5–102.5)	81.5 (72.3–113.1)	0.835
MABP (mmHg)	61.0 (51.0–74.0)	88.0 (68.0–97.1)	97.8 (71.4–110.0)	0.068
MPABP (mmHg)	9.4 (9.4–9.4)	16.1 (11.3–20.8)	16.7 (8.5–26.8)	0.644
SpO_2_ (%)	100.0 (90.0–100.0)	98.4 (92.9–99.6)	98.4 (95.3–99.0)	0.867
etCO_2_ (mmHg)	4.3 (3.1–5.5)	5.5 (5.0–6.2)	5.0 (4.7–5.8)	0.268
Temperature (°C)	37.9 (36.8–38.5)	38.8 (38.0–39.5)	38.0 (37.4–38.4)	0.159

## Data Availability

Data are available after communication with the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cells14191496/s1: Table S1: Primer sequences used in quantitative polymerase chain (qPCR) reaction to track human BM-MSCs in pig tissues (liver, spleen, lung). Figure S1: Hallmark pathway analysis demonstrating no enrichment of hallmark gene sets in differentially expressed genes (DEGs) between samples at baseline and at 6h IRI. Figure S2: No significant differences in concentrations of hepatic and biliary damage markers were observed between the experimental groups during follow-up. Figure S3: Characterization and counts of BM-MSCs before infusion. Figure S4: A schematic representation of the gating strategy used in this study for flow cytometric analysis of MSC expression markers following harvesting. Figure S5: A schematic representation of the gating strategy used in this study for flow cytometric analyses of presence of BM-MSCs in the pulmonary circulation.

## Abbreviations

The following abbreviations are used in this manuscript:

AK5	Adenylate kinase 5
ALP	Akaline phosphatase
ALT	Alanine transaminase
APC	Allophycocyanin
AST	Aspartate transaminase
B2M	Beta-2-microglobulin
BM	Bone marrow
BM-MSC	Bone marrow-derived MSC
CCL26	C-C motif chemokine ligand 26
CT	Cycle threshold
CXCR4	C-X-C chemokine receptor type 4
CYP4F8	Cytochrome P450 family 4 subfamily F member 8
CYP7A1	Cytochrome P450 family 7 subfamily A member 1
DEG	Differentially expressed gene
EPO	Erythropoietin
ES	Enrichment score
FDR	False discovery rate
FITC	Fluorescein isothiocyanate
GAPDH	Glyceraldehyde-3-phosphate dehydrogenase
GGT	Gamma-glutamyl transferase
GZMB	Granzyme B
HE	Hematoxyline and eosine
IQR	Interquartile range
IRI	Ischemia-reperfusion injury
LLB	Left lung base
LLT	Left lung top
MSC	Mesenchymal stromal cell
MVD	Mevalonate diphosphate decarboxylase
MPAP	Mean pulmonary artery pressure
ND4L	NADH-ubiquinone oxidoreductase chain 4L
PAP	Pulmonary artery pressure
PCA	Principal component analysis
PE	Phycoerythrin
PPARA	Peroxisome proliferator-activated receptor alpha
RETN	Resistin
RLB	Right lung base
RLT	Right lung top
RT-qPCR	Reverse transcription-quantitative polymerase chain reaction
SCN9A	Sodium voltage-gated channel alpha subunit 9
SD	Standard deviation
SNORD21	Small nucleolar RNA, C/D box 21
SNORD24	Small nucleolar RNA, C/D box 24

# Supplementary material for: Optimizing the Infusion Route of Human Bone Marrow Mesenchymal Stromal Cells to Mitigate Liver Ischemia–Reperfusion Injury in a Porcine Model
**Source:** Cells. 2025 Sep 24;14(19):1496. doi: 10.3390/cells14191496
**Supplement:** Supplementary file 1

Supplementary Tables

**Table S1.** Primer sequences used in quantitative polymerase chain (qPCR) reaction to track human BM-MS in pig tissues (liver, spleen, lung).

| Gene          | Forward Sequence 5' to 3' | Reverse Sequence 5' to 3' |
|---------------|---------------------------|---------------------------|
| Human B2M     | GTGTCTGGGTTTCATCCATC      | GGCAGGCATACTCATCTTTT      |
| Porcine GAPDH | AAGGTCGGAGTCAACGGATTT     | ACCAGAGTTAAAAGCAGCCCTG    |

Supplementary Figures

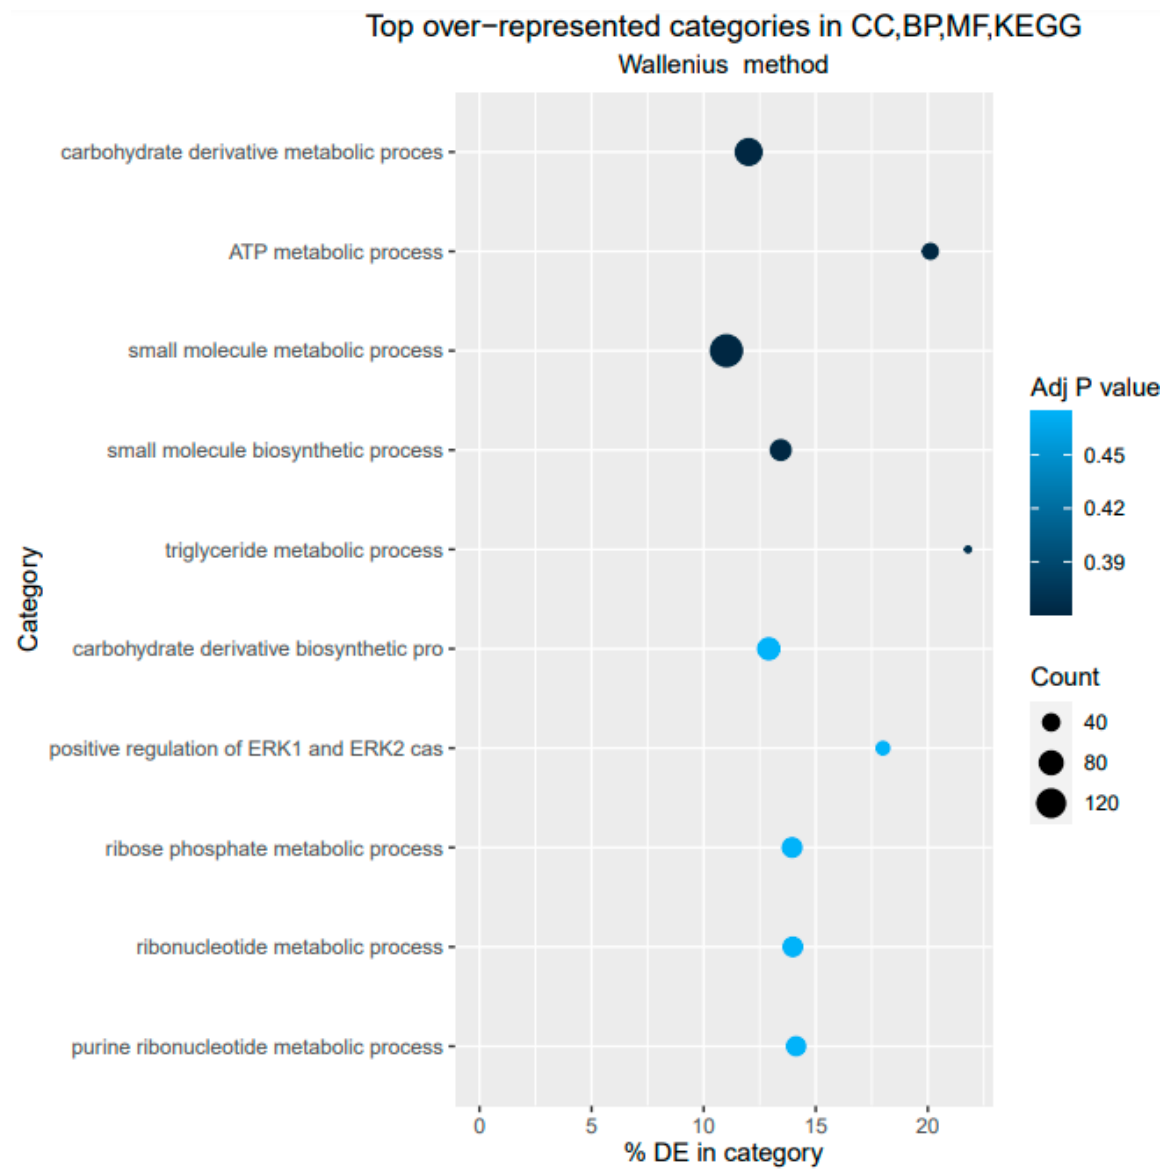

**Figure S1.** Hallmark pathway analysis demonstrating no enrichment of hallmark gene sets in differentially expressed genes (DEGs) between samples at baseline and at 6h IRI. The DEGs identified by bulk RNA-sequencing were evaluated for functional enrichment using multiple gene annotation databases. GO enrichment analysis was performed and the gene sets were classified according to cell component (CC), biological process (BP), and molecular function (MF). Pathways are orientated along the y-axis and the percentage of differential expression per category is displayed on the x-axis. No significantly downregulated or upregulated gene sets were found between samples at baseline and at 6h IRI.

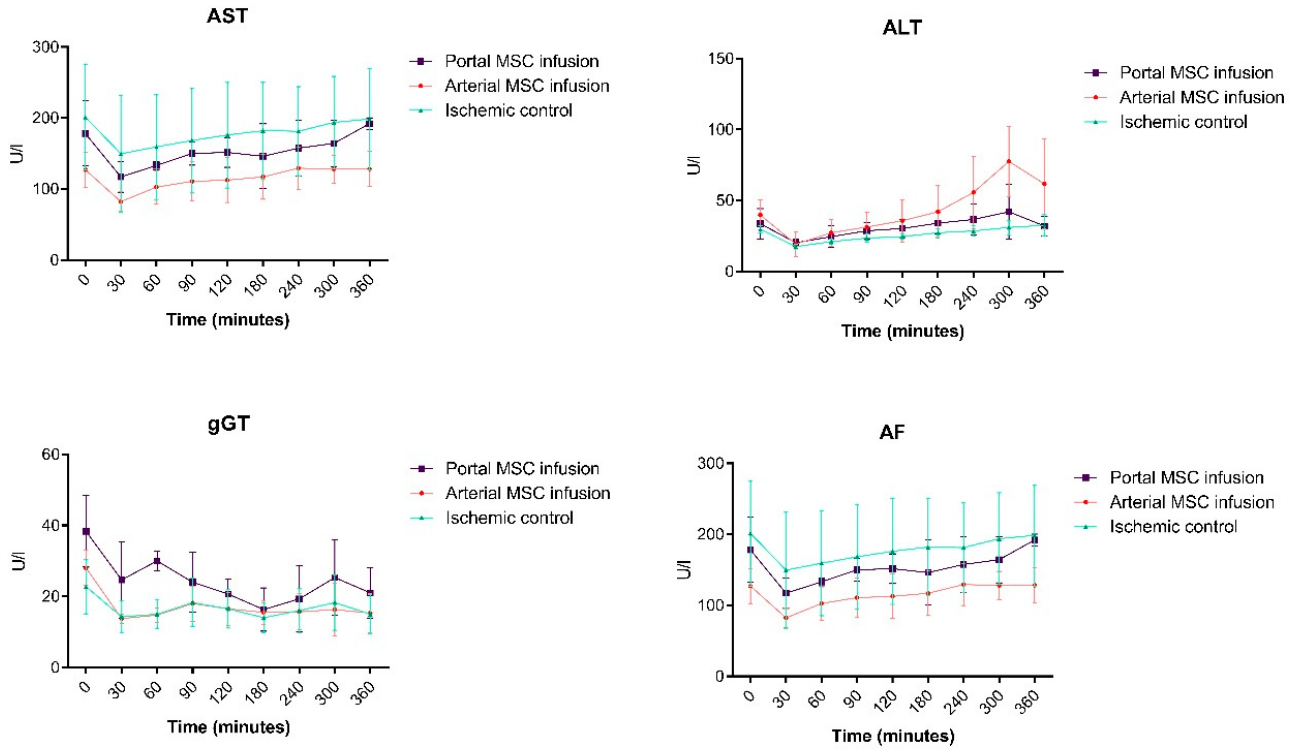

**Figure S2.** No significant differences in concentrations of hepatic and biliary damage markers were observed between the experimental groups during follow up. Abbreviations: ALP, alkaline phosphatase; ALT, alanine transaminase; AST, aspartate aminotransferase; transaminase; GGT, gamma glutamyl transferase; U/L, units per liter.

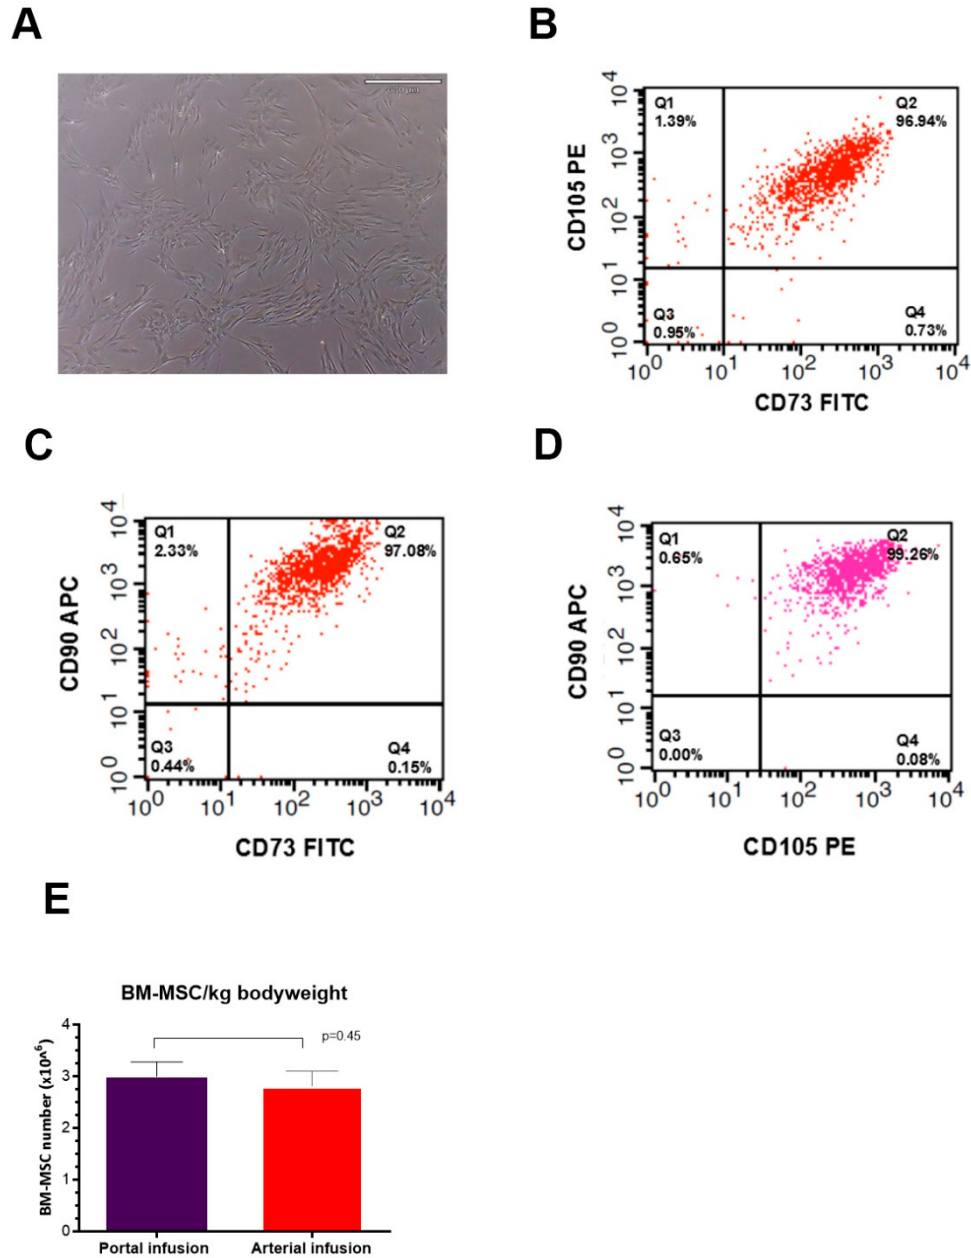

**Figure S3. Characterization and counts of BM-MSC before infusion.** A, Typical spindle-shape morphology of *in vitro* expanded BM-MSC. Scale bar indicates 680  $\mu\text{m}$ . B,C,D Flow cytometry analysis showing positive surface expression of human CD73, CD90, CD105 in BM-MSC. Representative gating strategy is displayed in Figure S4. E, No significant difference in injected BM-MSC numbers per kilogram bodyweight was found between the portal and arterial group ( $p=0.45$ ). Abbreviations: APC, allophycocyanin; BM-MSC bone-marrow derived mesenchymal stromal cells; FITC, fluorescein isothiocyanate; PE, phycoerythrin.

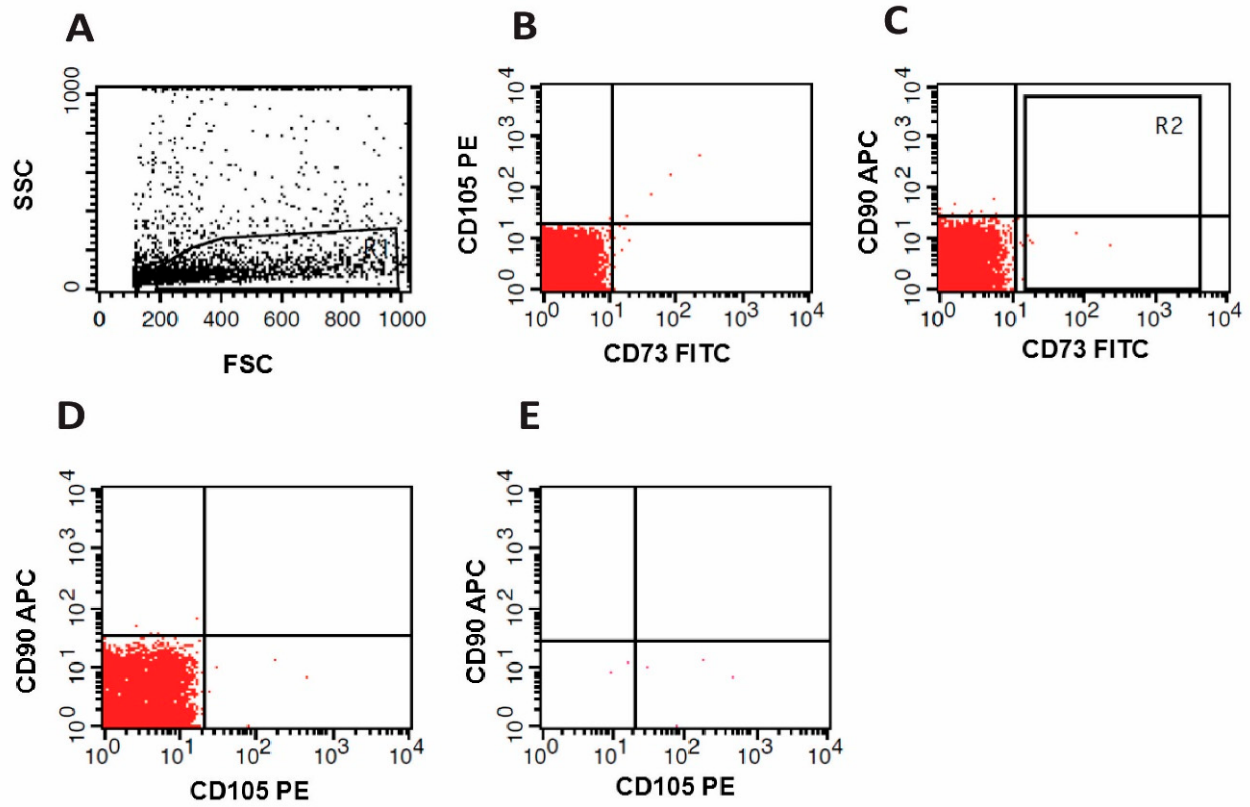

**Figure S4.** Schematic representative of the gating strategy used in this study for flow cytometric analysis of MSC expression markers following harvesting. Unstained BM-MSC were used as gating controls. A, In the initial step, gate R1 was set to remove debris and dead cells based on scatter characteristics. B-E, quadrant gates were applied to define and locate the negative populations in the left lower quadrant for the used antibodies (CD73 FITC, CD90 APC, CD105 PE). Data were analyzed using FlowJo software. Gating strategy is representative for all samples.

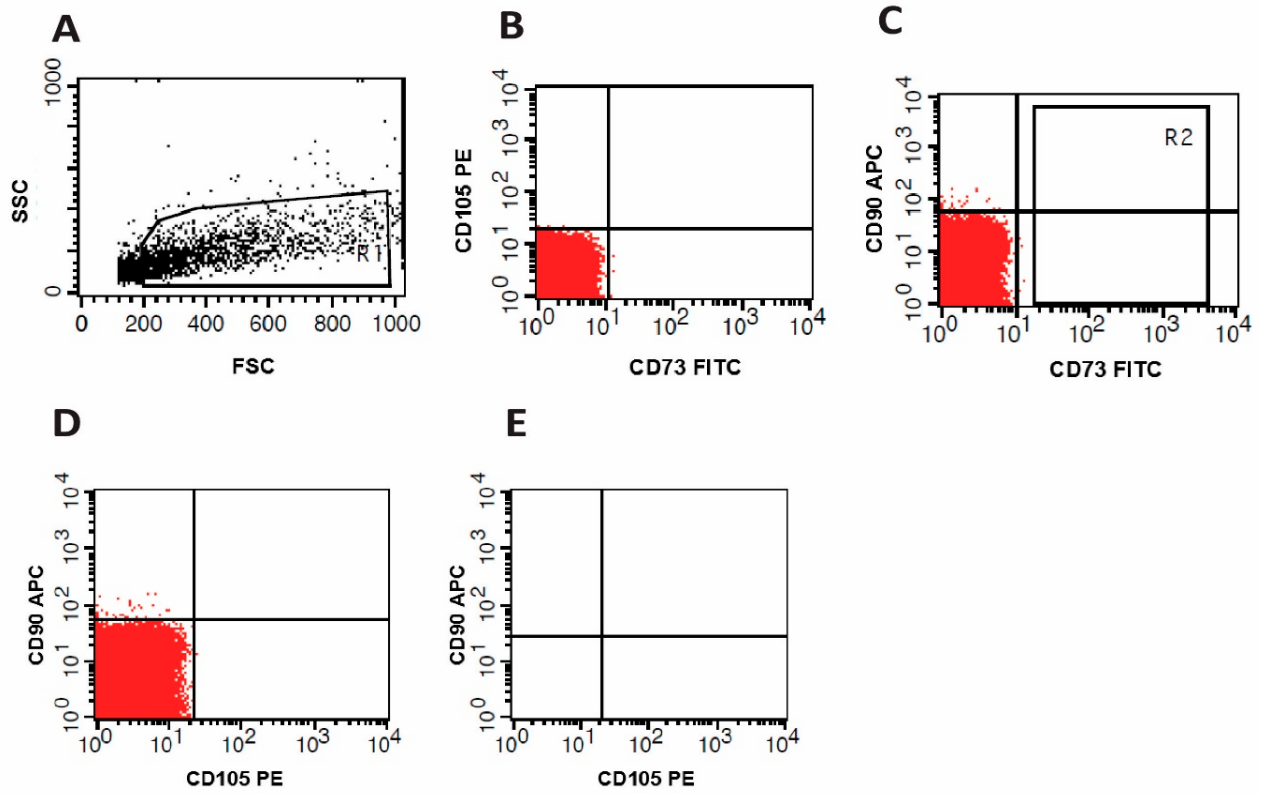

**Figure S5.** Schematic representative of the gating strategy used in this study for flow cytometric analyses of presence of BM-MSC in the pulmonary circulation. Pulmonary artery blood samples prior BM-MSC infusion were used as gating controls. A, Gate R1 was set to remove debris and dead cells based on scatter characteristics. B-E, quadrant gates were applied to define and locate the negative populations in the left lower quadrant for the used antibodies (CD73 FITC, CD90 APC, CD105 PE). Data were analyzed using FlowJo software. Gating strategy is representative for all pulmonary artery samples.

How the deposited data were processed for this re-analysis (not part of the article)

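RNA was measured in 13 pig liver libraries, 2 at baseline, 3 ischemic controls, 4 after arterial and 4 after portal infusion of human BM-MSCs, each column of the count table being 1 library. The authors removed reads with adapter sequence, many uncertain bases or low quality, mapped the rest to Sscrofa11.1 with HISAT2, counted them per gene with FeatureCounts and the Ensembl annotation, and deposited the raw counts per gene without normalization. The versions of these tools, the strand setting and the handling of reads that map to several places are not stated in the paper's text. Sample groups and replicate numbers come from the sample labels, which name every column, and were checked against the groups in the paper; 0 columns were left without a sample. No pair of libraries of the same group was a copy of another, the smallest chi-square per gene between replicates being 78.0. Pairs from different groups were not compared in this way.

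The count table has 35670 genes, of which 17640 carry a symbol, and 15623 identifiers were matched in a table of pig gene names. Coordinates are those of the RefSeq annotation of Sscrofa11.1, the assembly the authors used, matched by gene. The total count per library was between 18975413 and 35949178 with a median of 30260803. Counts are reads and not molecules, so a low count carries at least the counting error of its reads, and a count of 0 allows up to 3 reads.

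Tests were run in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05), with the 4 groups in 1 fit and 16481 genes tested. Comparisons were ischemic controls against baseline, all infused livers against ischemic controls, arterial infusion against controls, portal infusion against controls, and arterial against portal infusion. DESeq2 1.42.0 gave the size factors for normalized counts, the variance stabilizing transformation for the principal components over 500 genes and an alternative test. limma 3.58.1 gave the gene list tests camera and fry, and sva 3.50.0 a surrogate variable. Single genes were also compared by exact permutation tests, and the principal components by a permutation test with 100000 resamples. The tests were tried on simulated data first, with counts drawn for 16481 genes at the measured means, library sizes and spread and 200 genes changed by 3 on the log2 scale. The spread was estimated over all 13 libraries, and the changed genes were drawn from genes of higher mean count.

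The genes named in the text were set by a rule written before the data were examined. They are the genes named in the paper's results or labelled in its Figures 2C and 6B-D that 1 row of the table could be matched to, and up to a few genes past the threshold in each comparison, of which there were 0. Of 33 names, 28 were matched. CYP4F8, CR1, SNORA17 and LAD1 had no row under that symbol and U6 had 876 rows, and they are not analysed here. Where a symbol had several rows, as SNORD24 and SNORA73 did with 3 each, the row with the most counts was used. The 8 gene lists (hypoxia response, inflammatory signalling, heat shock and immediate early, hepatocyte function, cholesterol synthesis, mesenchymal stromal cell, neutrophil, erythroid) were written in the same step, from general knowledge and without the genes the paper names.

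The alternatives were DESeq2 over all libraries or only those of the groups compared, edgeR over only those, RLE and upper quartile normalization, no filter on low counts or at least 10 counts in every library, mitochondrial and small RNA genes left out, 1 surrogate variable, the replicate number as a block, all 11 livers at 6 h against baseline, other transformations and gene sets for the principal components, and each library left out in turn. limma's voom with sample quality weights was added after the data were seen. The B2M-positive comparison of the paper was not repeated, because its samples are not named in the paper's text or the labels; no infused liver was selected by its values, and all 8 were used. The Hallmark collection and the paper's 3 IRI gene sets are not used here, nor are the qPCR, flow cytometry, histology and hemodynamic data.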

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

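The tests of the zero counts were split by library or reworded after their results were seen, and the test of scatter was chosen then. Within the arterial and portal groups of 4 livers each, 68 values were compared for a liver that stood apart from the other 3 by more than the 95% critical value of Dixon's test. This was so for 17 values, where chance would give 3.4 if the values were normally distributed. Counts are skewed, and a value is always flagged where the other 3 livers are at 0. This holds for AK5 and the zero counts in arterial infusion 1 and for CCL26 in portal infusion 3. The 17 can therefore not be read as an excess over chance. The values are also not independent, since 6 of them come from arterial infusion 1 and 6 from portal infusion 1.

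Arterial infusion 1 had a normalized count of 69004 for ENSSSCG00000055221, where the other arterial livers had 394 to 10278. It had 923 for RETN (others 13.8 to 75.4), 9.81 for AK5 (others 0), 1394 for MVD (others 133 to 248) and 883 for CDC42EP5 (others 187 to 268). Portal infusion 1 had 108913 for HSPB1 (others 1149 to 19099), 1598 for STC1 (others 92.5 to 249) and 4812 for PPP1R15A (others 657 to 1167), and was low for ND4L, at 2454 (others 24741 to 28980), and for ND4, at 42005 (others 223791 to 249842). At RETN, MVD and CDC42EP5 both livers lay within the range of the controls. At HSPB1 (48227 in arterial infusion 1, controls 987 to 15609) and STC1 (864 in arterial infusion 1, controls 52.2 to 304) both lay above every control, and at ND4L both lay below every control. The genes were picked by the paper on these libraries. A weaker effect of the infused cells in these livers, a stronger injury, and the excess of zero counts described next were not separated by the design, and no biological explanation was tested.

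In both libraries, genes that should have been well covered had a count of exactly 0. Of the genes expected at 200 or more counts from the other libraries, 76 of 7670 were at 0 in portal infusion 1 (0 to 7 in the other portal livers) and 18 of 8576 in arterial infusion 1 (0 in the other arterial livers). Portal infusion 4 had 7, and every other library 0 or 1. Genes detected numbered 13581 in portal infusion 1, 14264 in portal infusion 4 and 15460 in arterial infusion 1, and 15831 to 20282 in the rest. Lower depth is argued against as the cause in all 3 libraries, since ischemic control 2 had the lowest total count, 18975413, and 1 such zero. In portal infusion 1, genes that every cell uses were among the zeros. Of 158 genes of the basic transcription, replication and translation machinery, 4 were at 0, POLR2B among them at an expected count of 859, which is 2.53% against 4.56% of the other genes expected at 50 or more counts. The other 3 were MED17, MED6 and RFC3, at expected counts of 172, 171 and 85.7. Among genes expected at 200 or more counts, 1 of 149 machinery genes was at 0, POLR2B, which is 0.671% against 0.997% of the others, so that at this level the evidence is a single gene. Over genes expected at 50 or more counts, the 4 zeros argue against another mix of cell types or states as the whole cause, and are consistent with few distinct RNA molecules behind the counts of portal infusion 1, a hypothesis found and tested on the same data. In arterial infusion 1 and portal infusion 4, 0 of these machinery genes were at 0, which leaves another mix of cell types or states open. Few distinct molecules stay open there too, since the scatter of machinery genes did not decide it. The scatter at low expected counts was 1.01 times that at high expected counts in arterial infusion 1 and 1.22 times in portal infusion 4. Both lay within the 0.656 to 1.57 of the other 10 libraries, and portal infusion 1, at 1.65, lay above it. In arterial infusion 1 the SD on the log2 scale was 1.10 at low expected counts, above the 0.207 to 1.02 of these 10 libraries. It was 1.09 at high expected counts, so that the ratio was not raised. Loss of long transcripts was undecided, since genes at 0 spanned 1.42 times the length of other genes of the same expected count in portal infusion 1 and 1.42 times in portal infusion 4, and 1.10 times in arterial infusion 1, less than the 1.5 set as its mark. The span was known for 93.8% of the named genes tested.

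The remaining values belong to other livers. Arterial infusion 2 had 3543 normalized counts of PPP1R15A (others 948 to 1177). Arterial infusion 3 had 1537 small RNA CPM (others 101 to 234), a class that also varied from 281 to 1039 between the baseline libraries. Portal infusion 3 had 25.1 for ENSSSCG00000056342 (others 0 to 3.74) and 5.02 for CCL26 (others 0), and portal infusion 4 had 47.8 for AK5 (others 0 to 6.29). The value of CCL26 is 5 reads, near the 3 reads that a count of 0 allows. For these values no explanation was tested.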

How the results depend on the processing

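The test with sample quality weights was chosen after the other results were seen. In edgeR's test, the count of genes past the threshold was 0 in each of the 5 comparisons, and it stayed 0 with RLE or upper quartile normalization, with at least 10 counts in every library, with mitochondrial and small RNA genes left out, with 1 surrogate variable, with only the groups compared, and in the 11 to 13 fits per comparison that each left out 1 library. In the order controls against baseline, infused livers against controls, arterial infusion against controls, portal infusion against controls and arterial against portal infusion, 720, 353, 258, 460 and 396 genes had an unadjusted p under 0.05 with all libraries. Each number lies below what a threshold of 0.05 gives by chance over the 16481 genes tested. Without 1 library these numbers were 299 to 1037, 274 to 593, 154 to 429, 383 to 601 and 298 to 773. Under the other 6 settings they were 596 to 1421, 256 to 1160, 223 to 740, 219 to 1244 and 152 to 667. Sample quality weights in limma's voom also gave 0, with 2697, 1869, 1013, 2311 and 889 genes at an unadjusted p under 0.05. Taking all 11 livers at 6 h against baseline gave 0, with 778.

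Other settings called genes. DESeq2 over all 13 libraries called 5 genes for controls against baseline (NOCT, MFSD2A and KBTBD6 higher, ENSSSCG00000015294 and ENSSSCG00000020152 lower), 1 for infused livers against controls (CCL3L1), 4 for portal infusion against controls (ENSSSCG00000020152 higher; INSIG1, DDIT4L and PCSK1N lower), 1 for arterial against portal infusion (DDIT4L) and 0 for arterial infusion against controls, with 497 at an unadjusted p under 0.05. DESeq2 over only the groups compared called 166 genes for controls against baseline, 3 for portal infusion against controls and 0 in the other 3 comparisons, with 527, 511 and 534 genes at an unadjusted p under 0.05. edgeR with no filter on low counts called 30, 19, 11, 14 and 5 genes in the order of the comparisons above, 23, 3, 1, 4 and 2 of them higher. Genes outside the 28 named ones are given here after their values were seen. The cause of these changes was not tested.

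The share of principal component 1 was 46.2% over all genes past the filter in place of 500 genes, and 51.2% to 66.0% in the 11 fits without 1 library, lowest without portal infusion 1 and highest without ischemic control 2. It was 62.1% with log2 CPM and 63.5% with mitochondrial and small RNA genes left out.

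Of the log2 fold changes of named genes, some turned direction. With all 11 livers at 6 h against baseline, which adds the infused livers, CCL26 was at -1.64, AK5 at -0.55, ND4L at 0.0845 and ND4 at 0.29. For infused livers against controls, 1 surrogate variable turned HSPB1 (-0.76) and CXCR4 (-0.0578), and the sample quality weights turned HSPB1 (-1.27), STC1 (-0.50), CXCR4 (-0.67) and CYP7A1 (0.71). Across the 13 fits without 1 library, ENSSSCG00000055221 went from -1.49 to 0.34, RETN from -3.04 to 0.22, EPO from -1.21 to 0.0202, CXCR4 from -0.19 to 0.39 and CYP7A1 from -0.58 to 2.00. The first 4 of these genes turned without ischemic control 2. CXCR4 also turned without arterial infusion 4 (-0.07) and portal infusion 4 (-0.02). CYP7A1 turned without ischemic control 3, and by less without arterial infusion 1 (0.12), arterial infusion 4 (0.08), portal infusion 1 (0.16) and portal infusion 4 (0.06). The cause was not tested beyond the library left out. In total, 24 results for named genes turned direction, 32 passed the threshold under an alternative, 11 moved and 1441 stayed.

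The replicate numbers were not taken to pair the libraries, since neither the paper's text nor the labels give them a shared animal or batch. The paper took liver biopsies before vascular exclusion and at 6 h of reperfusion, and lists no separate baseline animals. Baseline and 6 h libraries could therefore share animals, and the tests without a replicate block took them as independent. Of 16 pairs of libraries with the same number in different groups, 5 had deviations from their group means that correlated by more than 0.1, in a range from -0.42 to 0.43. Between arterial and portal infusion 3 of 4 pairs were at 0.417, 0.290 and 0.428 and the last at -0.0964, so that a factor shared by number is not excluded in that comparison. With the replicate block the count of genes was 0 in all 5 comparisons, with 1129, 314, 246, 328 and 189 genes at an unadjusted p under 0.05. With the block, the infused log2 fold change was -1.11 for HSPB1, -0.36 for CXCR4 and 0.43 for CYP7A1, the camera adjusted p of cholesterol synthesis in controls against baseline was 0.0595, and hepatocyte function (0.704) and erythroid genes (0.414) turned direction in infused livers. The block changed no other call.

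The gene list calls held with upper quartile normalization and were lost under both tests that allow for correlated genes. For controls against baseline, the adjusted p was 0.318 for hypoxia response, inflammatory signalling, heat shock and neutrophil genes and 0.609 for cholesterol synthesis with an estimated correlation, and 0.473 and 0.695 with fry. For infused livers against controls it was 0.529 for inflammatory signalling, cholesterol synthesis and mesenchymal stromal cell genes and 0.549 for heat shock and neutrophil genes with an estimated correlation, and 0.397 and 0.481 with fry, which also turned the direction of hepatocyte function (0.547). Without 1 library each, the camera adjusted p for controls against baseline ranged from 3.08e-04 to 0.0673 for hypoxia response, 1.72e-06 to 0.452 for cholesterol synthesis (both highest without ischemic control 3, and cholesterol synthesis also at 0.420 without ischemic control 2), 0.134 to 0.961 for hepatocyte function, whose direction turned without ischemic control 1, and 0.104 to 0.548 for erythroid genes, whose direction turned without ischemic control 2. For infused livers against controls it ranged from 1.36e-04 to 0.252 for inflammatory signalling, 4.17e-14 to 0.252 for cholesterol synthesis, 2.78e-06 to 0.784 for neutrophil genes (all 3 highest without ischemic control 2), 1.48e-04 to 0.489 for heat shock, highest without arterial infusion 1, 5.73e-04 to 0.0756 for mesenchymal stromal cell genes, highest without ischemic control 1, 0.252 to 0.942 for hepatocyte function, whose direction turned without ischemic control 1, arterial infusion 2 or portal infusion 4, and 0.0205 to 0.958 for erythroid genes, which passed the threshold without ischemic control 2 and turned direction without ischemic control 3. Of these 13 fits, 12 kept inflammatory signalling and mesenchymal stromal cell genes under 0.05, 11 cholesterol synthesis, and 8 heat shock and neutrophil genes.

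Depth limits the genes with few reads. EPO and GZMB at baseline, SNORD24 in controls and CCL26 and AK5 in infused livers have few reads, so that their fold changes carry a larger counting error than those of abundant genes, and a fold against the controls of SCN9A is a lower bound.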

Differences from the paper's values

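Sample quality weights are the test here that was chosen after the result was seen. The paper reports 170 genes differing between baseline and IRI, and edgeR's test over all 13 libraries gave 0, with 720 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2's Wald test over only the 2 baseline and 3 control libraries came within 1.5 times of the paper's number, with 166 genes. No other alternative did. DESeq2 over all 13 libraries gave 5 genes, edgeR with no filter on low counts 30, and edgeR with only the groups compared, RLE or upper quartile normalization, at least 10 counts in every library, mitochondrial and small RNA genes left out, 1 surrogate variable, the replicate block, or all 11 livers at 6 h in place of the controls gave 0 each. Sample quality weights also gave 0.

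The paper gives 60 M to 120 M clean reads per library, and the counts on genes here were 19.0 M to 35.9 M. The first is a number of reads before mapping and the second a number of counts on genes, so the scales differ, and no alternative applies to them. The paper's reads are paired-end, and whether a pair is 1 or 2 of its reads, and 1 or 2 of the counts, is not stated, so the unit is open too.

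The paper names EPO, CXCR4, GZMB, RETN, MVD, CDC42EP5, CYP7A1, SNORD21, SNORD24 and SCN9A as changed between baseline and ischemic controls. Their direction was the same here, with an adjusted p of 0.978 in edgeR's test, and DESeq2 over the groups compared called all of them. edgeR with no filter on low counts called RETN and CDC42EP5 of these. Of the other genes labelled in Figure 2C, that setting called HSPB1, PPP1R15A, CAMK2N1, NOCT and STC1, and DESeq2 over all 13 libraries called NOCT. The paper also names PPARA and ND4L as lower, and CCL26 and AK5 as higher, in ischemic controls. Their log2 fold changes were -1.87, -1.37, 1.55 and 1.08 here. With adjustment over all genes tested, none of the settings run called them, the smallest adjusted p among these settings being 0.0593 for PPARA, 0.213 for ND4L, 0.193 for CCL26 and 0.668 for AK5. With adjustment over the 28 named genes alone, edgeR's test gave PPARA an adjusted p of 0.0247, under the threshold, and ND4L 0.184, CCL26 0.440 and AK5 0.611. For CCL26 and AK5 the control and baseline libraries overlapped. For ND4L, CCL26 and AK5, the Figure 6 caption names ANOVA and Kruskal-Wallis tests between groups that include the B2M-positive samples. Those tests were not run here, so the adjusted values above come from another kind of test.

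The paper reports genes that differ between B2M-positive samples and ischemic controls. Over all 8 infused livers, a group that is not the paper's, 0 genes passed the threshold in edgeR's test, with 353 at an unadjusted p under 0.05. edgeR with no filter on low counts called 19 genes, and of those the paper names, CDC42EP5, with an adjusted p of 0.0403. DESeq2 over all 13 libraries called CCL3L1, which the paper does not name.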

Other observations

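The tests of SCN9A, of CCL26, of gene length and of simulated calls were chosen or reworded after their results were seen. The comparisons between 6 h groups gave no more genes than other groupings of the same livers. At an unadjusted p under 0.05, the 353 genes for infused livers against controls were matched or passed by 77 of 100 splits of the 11 livers, drawn at random with the real one included. The 258 genes for arterial infusion against controls were matched by 28 of 35 splits, the 460 genes for portal infusion against controls by 24 of 35, and the 396 genes for arterial against portal infusion by 32 of 35. The split with the most genes gave 6474, 2199, 5813 and 4959 genes in these comparisons.

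The number of genes that DESeq2 called over the 2 baseline and 3 control libraries, 166, was reached by 2 of the 10 splits of these 5 libraries into 2 and 3. The other was ischemic controls 2 and 3 against the rest, with 1178 genes, and the median of the 10 splits was 13.5. With 10 splits the share cannot fall under 0.1, so the spread of these libraries and their group cannot be told apart by this count. On counts simulated at the spread of all 13 libraries, 43.75% of the 272 calls of DESeq2's test over the 5 libraries were of unchanged genes. For edgeR's test over all libraries it was 2.17% of 92 calls. The real DESeq2 test saw the spread of 5 libraries only. Its standard error for EPO was 0.880 over these 5 and 1.64 over all 13. It was also smaller over the 5 for the other named genes except NOCT (0.601 and 0.575), a list chosen on these libraries. With the biological coefficient of variation divided by 3, DESeq2 called all 200 changed genes and 42 unchanged ones. Unchanged genes among the 166 are therefore not excluded, but 43.75% is not an estimate of their share. A response to ischemia and reperfusion stays open beside them.

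SCN9A had 0 reads in all 3 ischemic controls. Of the 876 genes at its baseline level, 7, or 0.799%, were at 0 in all 3, which argues against a library-wide excess of zeros at this level as the cause. In the infused livers the case is different. SCN9A was at 0 in arterial infusion 1, portal infusion 1 and portal infusion 4, and at least 24.8% of the genes at its level were at 0 in each of these libraries. There, the absence of SCN9A may reflect the library-wide excess of zeros and not the gene. CCL26 was at 0 in 4 of 8 infused livers. Of the 1734 genes at its level in ischemic controls, 0 were at 0 in 4 or more infused livers, which argues against a library-wide excess of zeros as the whole cause. Its zeros in portal infusions 1 and 4, where 17.2% and 7.27% of these genes were at 0, carry less weight than those in arterial infusion 2 (0.404%) and portal infusion 2 (0.115%).

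SNORD21 and SNORD24 moved with their class. Of the other 105 small nucleolar RNA genes tested, 80% were lower in ischemic controls than at baseline, with a median log2 fold change of -2.21. With the pair included, the class of 107 genes was higher in infused livers than in controls, at a median of 0.54 on limma's log2 CPM scale (76 genes higher). A difference in the carry-over of small nucleolar RNA through poly-T purification is a candidate explanation for both genes, since it acts on the class, and a change in the amount of these RNAs in the liver as a class is not excluded. Reads from the transcripts of their host genes were not examined. No alternative turned the direction of either gene in controls against baseline.

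ND4L and ND4 are read from overlapping stretches of the mitochondrial genome. ND4 fell by 0.74 on the log2 scale in ischemic controls, about between no change and the fall by 1.37 of ND4L. Its standard error was 0.80, so this value alone did not decide on a lower level of a transcript that both share. The ratio of ND4L to ND4 counts was lower in the controls (0.0871, 0.0703 and 0.0556) than at baseline (0.117 and 0.109), which a fall of a shared transcript alone does not give. It also ranged from 0.0516 in arterial infusion 1 to 0.124 in portal infusion 3 among the infused livers, a spread as wide as this difference, so that the shared transcript stays open as part of the fall or all of it. A lower share of mitochondrial transcripts as a whole is argued against by the other 12 protein genes, whose median was 0.39, and the share of mitochondrial counts overlapped between controls (4.88%, 7.43% and 7.96%) and baseline (4.52% and 7.00%). Of the other genes, ND5 fell by 1.32 with a standard error of 1.16. In infused livers the fitted values of all 13 mitochondrial protein genes were higher than in controls in edgeR's fit, by 0.26 (ND3) to 2.00 (ND4L) on the log2 scale, a class that was examined after its values were seen. Mitochondrial counts took 6.32% to 22.1% of each infused library.

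Principal component 1 at 6 h did not follow the groups. Genes missed at low counts are argued against as its cause, because over the 4121 genes with the highest mean counts component 1 still held 58.4% of the variance. Gene length was undecided, with a Spearman correlation between loading and gene span of -0.262 across the 93.8% of 12693 named genes with a known span, which are not independent replicates. The libraries at its positive end include the 3 with the most zero counts and ischemic control 2, which had the lowest depth. A state of the tissue that differs between livers was not tested.

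Infused livers were lower than controls for several of the 8 gene lists in camera with a preset correlation. The adjusted p was 2.60e-04 for cholesterol synthesis (median log2 fold change -0.58, 21 of 22 genes lower), 0.00322 for inflammatory signalling (-0.57, 20 of 25 lower), 0.00322 for mesenchymal stromal cell genes (-0.39, 20 of 23 lower), 0.0312 for heat shock and immediate early genes (-0.40, 19 of 22 lower) and 0.0312 for neutrophil genes (-0.53, 12 of 15 lower). It was 0.163 for hypoxia response (-0.27, 24 of 30 lower), 0.564 for erythroid genes and 0.893 for hepatocyte function. None passed the threshold with an estimated correlation (0.529 and more) or fry (0.397 and more). Without ischemic control 2, the adjusted p was 0.252 for inflammatory signalling and cholesterol synthesis and 0.784 for neutrophil genes. The mesenchymal list was written to look for transcripts of the infused human cells among the pig counts. It was lower and not higher in infused livers, but pig liver expresses these genes, all 23 with at least 10 counts in both baseline libraries, and the most abundant of them, FN1, had a mean normalized count of 46930.0, so that a small share of human cells cannot be told apart from their absence by this list.

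Genes outside those the paper names, with small p-values for infused livers against controls, were chosen after their values were seen. The smallest p was that of MTUS1, at 4263 ± 3759 (SD, n = 3) in controls and 869 ± 281 (SD, n = 8) in infused livers, with no overlap (exact permutation test, p = 0.00606). Its log2 fold change of -2.28 was -1.33 without ischemic control 2. MFSD2A (-1.31) and C1QA (-1.18) also had no overlap, and were at -0.88 and -0.81 without that control. TNF (log2 fold change -5.67), CCL3L1 (-4.53) and CCL4 (-3.61) rest on ischemic control 2. TNF was at 4887 in that library and at 13.4 and 23.1 in the other controls, and without that library the log2 fold changes were 0.71, -0.41 and 0.01. INSIG1, a sterol-regulated gene and the most abundant of the cholesterol synthesis list, was at 14274 ± 2451 (SD, n = 3) in controls and 5099 ± 1848 (SD, n = 8) in infused livers, with no overlap (exact permutation test, p = 0.00606, the smallest possible). Its log2 fold change of -1.54 stayed between -1.70 and -1.37 with each library left out. GCLM, which encodes a subunit of the enzyme of glutathione synthesis, was at 1255 ± 31.1 in controls and 3901 ± 1993 in infused livers, with a log2 fold change of 1.60 that stayed between 1.29 and 1.71. At baseline, INSIG1 was at 10329 and 7042 and GCLM at 2299 and 1491. Neither passed the adjustment over all genes (adjusted p = 1.00 in edgeR's test with Benjamini-Hochberg adjustment). DESeq2 over all 13 libraries called INSIG1 for portal infusion against controls, with an adjusted p of 0.0449. Over the whole table 93 genes, or 0.564%, had no overlap between infused livers and controls, where chance gives 1.21%.

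GAPDH, a common reference gene for qPCR, was at 9251 normalized counts in the lowest library, baseline 2, and at 25834 in the highest, ischemic control 2, which is 2.79-fold. Neither library comes from an infused liver, and the paper compared human B2M between the infused groups. Among the infused livers GAPDH ranged less, from 12309 in arterial infusion 3 to 21309 in portal infusion 1. Pig B2M, the counterpart of the human gene the paper used to trace BM-MSCs, was between 8010.0 in baseline 2 and 37309 in ischemic control 2. No explanation was tested for either.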
